# Astroglial β-Arrestin1-mediated Nuclear Signaling Regulates the Expansion of Neural Precursor Cells in Adult Hippocampus

**DOI:** 10.1038/srep15506

**Published:** 2015-10-26

**Authors:** Yezheng Tao, Li Ma, Zhaohui Liao, Qiumin Le, Jialing Yu, Xing Liu, Haohong Li, Yuejun Chen, Ping Zheng, Zhengang Yang, Lan Ma

## Abstract

Adult hippocampal neurogenesis is crucial for preserving normal brain function, but how it is regulated by niche cells is uncertain. Here we show that β-arrestin 1 (β-arr1) in dentate gyrus (DG) regulates neural precursor proliferation. β-arr1 knockout (KO) mice show reduced neural precursor proliferation in subgranular zone (SGZ) which could be rescued by selective viral expression of β-arr1 but not its nuclear-function-deficient mutants under control of hGFAP promotor in DG. Compared with wild type astrocytes, β-arr1 KO astrocytes nurture less neurospheres, and this may be attributed to changed activity of soluble, heat-sensitive excretive factors, such as BMP2. RNA-sequencing reveals that β-arr1 KO DG astrocytes exhibit an aberrant gene expression profile of niche factors, including elevated transcription of *Bmp2*. Taken together, our data suggest that β-arr1 mediated nuclear signaling regulates the production of excretive factors derived from niche astrocytes and expansion of neural precursors in DG, thus maintaining homeostasis of adult hippocampal neurogenesis.

New born neurons are generated throughout whole life span in the subgranular zone (SGZ) in the dentate gyrus (DG) of adult hippocampus^1^. Emerging evidence suggests that adult hippocampal neurogenesis is involved in learning and memory, and associated with emotion regulation^2^,^3^,^4^. The adult hippocampal neurogenesis, involving multiple key processes including proliferation and differentiation of neural precursors, and maturation, migration, and functional integration of newborn neurons into the existing neural network, is believed to be regulated by a specific neuro-microenvironment called neurogenic niche in SGZ^5^.

Several niche determinants, for example, neurotransmitters such as glutamate, GABA and dopamine, non-neurotransmitters such as bone morphogenetic proteins (BMPs), sonic hedgehog (Shh), Notch, Wnt, Wnt inhibitor, growth factors, and neurotrophic factors have been found involved in adult neural precursors-niche interaction^6^. Recent work revealed that niche cells could regulate the properties of neural precursors through secretion of certain niche factors (environmental cues). For example, Song *et al.* reported that parvalbumin-expressing interneurons could dictate neural stem cells choice between quiescence and activation by secreting GABA in SGZ^7^. As a well-known type of niche cells, astrocytes are also able to sustain neural precursors and believed to be a predominant source of many adhesive and soluble niche factors^8^. Studies have shown the roles of astrocytes in hippocampal neurogenic niche^9^,^10^,^11^. Transcriptional regulation of expression levels of neural factors could be a critical mechanism to ensure the formation of the right niche, in response to environmental changes, whereas the key signaling molecules or pathways regulate niche factors required for the proliferation of neural precursor cells in adult brain are largely unknown.

β-arrestins (β-arrs), consisting of β-arr1 and β-arr2, are key regulators and mediators of G-protein coupled signaling processes. Both β-arr subtypes are expressed in many brain areas, including hippocampus^12^. Previous studies have established that β-arrs attenuate GPCR mediated signal transduction leading to receptor internalization in response to agonist stimulation^13^,^14^. β-arrs have also been shown to serve as scaffold proteins that interact with many different signaling molecules in GPCR or non GPCR signaling^15^,^16^,^17^. Our previous research demonstrated that distinct from β-arr2, β-arr1 possesses a nuclear localization sequence and could translocate into the nucleus acting as a transcriptional regulator via interaction with transcription factors, such as p300 and PPARγ^18^,^19^,^20^. In the current study, we demonstrate that β-arr1 in DG participates in adult hippocampal neurogenesis. We further propose that β-arr1-mediated signaling in niche astrocytes enhances the mitotic expansion of neural precursors in adult hippocampus and this may involve nuclear β-arr1-mediated transcription of excretive niche factors, such as BMP2, from astrocytes in neurogenic niche.

## Results

### The Ablation of β-arr1 Results in a Decrease in Proliferating Cells in Adult SGZ

The cell expansion in SGZ is critical for the maintenance of neural precursor cell pool. To explore the potential role of β-arr1-mediated signaling in hippocampal neurogenesis, the wild type (WT) and β-arr1 knockout (KO) mice were injected with 5-bromo-2′-deoxyuridine (BrdU,100 mg/kg, i.p.) once a day for 7 days and sacrificed 24 h after the last injection (Fig. 1A). We found that the number of BrdU-positive cells was decreased by ~30% in SGZ of β-arr1 KO mice [Fig. 1B,C left, t (6) = 2.755, *p* = 0.033 vs. WT], but not changed in β-arr2 KO mice (Fig. S1A–C). BrdU-positive cell number in heterozygous littermates was also determined (Fig. S1D,E). The cells that stain positive for Ki67, a marker of proliferating cells, were also decreased after the ablation of β-arr1 [t (12) = 2.361, *p* = 0.036] (Fig. 1B,C right). Two acute BrdU injection protocols were also used (Fig. 1D,G). SGZ samples taken 2 h after 3 BrdU injections with an 12 h interval showed that the BrdU-positive cell number in β-arr1 KO mice was significantly lower than that of WT mice [t (4) = 3.847, *p* = 0.018] (Fig. 1D–F). Similar result was also obtained after the injection of BrdU for 6 times in 2 h interval [t (4) = 3.483, *p* = 0.025] (Fig. 1G–I). Moreover, we found that the running wheel training failed to enhance the cell proliferation and neurogenesis in SGZ of β-arr1 KO mice, in contrast to WT mice [F_genotype × treatment_ (1,15) = 5.225, *p* = 0.041] (Fig. 1J–L). BrdU incorporation assay and Ki67 immunostaining indicated that the cell proliferation in SVZ was not affected by β-arr1 ablation (Fig. S1F–H). These results suggest that ablation of β-arr1 impairs both intrinsic and stimulated capacity of cell proliferation in adult SGZ.

### β-Arr1 is Expressed in Neural Precursors and Niche Cells in Adult SGZ

We used dioxygenin-labeled ribo-probes to examine β-arr1 mRNA levels in the hippocampus of WT mice at different postnatal age by *in situ* hybridization. We found that β-arr1 expression was low in DG at birth, but had a marked increase after postnatal day 7 (P7) and reached a plateau at P30 (Fig. 2A,B). β-arr1 expression was increased during the early-postnatal period and retained at high level in the mature DG indicating its possible role in DG development and adult function.

The result of *in situ* hybridization for β-arr1 transcript combined with immunofluorescence staining for BrdU revealed the expression of β-arr1 in the proliferating cells in SGZ (Fig. 2C). To determine whether β-arr1 is expressed in neurogenic niche, we stained brain sections with dioxygenin-labeled ribo-probes against β-arr1 and antibody against neuron marker NeuN or astrocyte marker GFAP (Fig. 2C). We observed that β-arr1 was widely expressed in the neurogenic niche cells and also a subset of NeuN-negative cells in the SGZ. Previous reports have shown that the Nestin-positive radial glial cells (RGLs) that possess the long processes extending from the SGZ towards and ramifying at the molecular layer are neural stem cells (NSCs)^21^. As shown in Fig. 2D by immunofluorescence co-staining, β-arr1 was expressed in the long processes of RGLs and co-localized with Nestin in these cells. Consistently, we also detected β-arr1 signal in Sox2, a nuclear marker of NSCs^22^ positive cells (Fig. 2C) and in WT neurospheres by Western (Fig. S2C). Altogether, these data suggest that β-arr1 is widely distributed in DG and may play a role in adult hippocampal neurogenesis.

### β-Arr1 in Adult DG Modulates the Proliferation of Neural Precursors

To determine whether the impairment of cell proliferation in SGZ we observed in adult β-arr1 KO mice is due to a neurodevelopmental disruption or a specific effect mediated by β-arr1 expressed in the adult DG, we expressed β-arr1 using a lentivirus expression system in the DG of WT and β-arr1 KO mice. One week after viral injection, the β-arr1 KO mice and their WT littermates were injected with BrdU daily at the dose of 100 mg/kg for 7 days and sampled one day after the last BrdU injection (Fig. 3A). Quantitative analysis of the number of BrdU-positive cells indicated that local expression of β-arr1 had no significant effect on cell proliferation in the SGZ of adult WT mice, however, it rescued neurogenesis phenotype in the SGZ of adult β-arr1 KO mice [F_genotype × treatment_ (1,13) = 11.435, *p* = 0.007] (Fig. 3B,C). As shown in Fig. 3C, the number of BrdU-positive cells was increased in DG infected by β-arr1-expressing lentivirus to a level comparable to those of WT [*p* = 0.204, *post hoc* Tukey test]. No significant change in BrdU^+^ GFP^+^ cell number in SGZ was found among the 4 groups (Fig. 3D). Moreover, the effect of down regulating β-arr1 expression in adult DG was examined. We constructed the lentiviruses that express β-arr1 shRNA and verified its knockdown efficacy in N2A cells. As shown in Fig. S2E, β-arr1mRNA level was down-regulated by 50% [t (7) = 4.715, *p* = 0.002]. β-arr1 shRNA lentivirus (1 × 10^9^ TU/ml, 1 μl) was microinjected into the DG of WT mice, followed by BrdU injections (Fig. 3A). We quantified the number of BrdU-positive cells and found the number of proliferating cells was significantly decreased after knock-down of β-arr1 in DG [t (4) = 2.940, *p* = 0.042] (Fig. 3E,F), while the numbers of BrdU^+^ GFP^+^ cells between the two groups had no difference (Fig. 3G). These results indicate that β-arr1 in the adult DG is involved in the regulation of cell proliferation in SGZ.

### β-Arr1 Regulates NSC Activation and Neuronal Production in Adult DG

The decline of BrdU-positive cells in β-arr1 KO DG may be caused by abnormality at different neurogenesis stages. Recent study by Bonaguidi *et al.* revealed that the Nestin^+^ RGLs in SGZ are the NSCs^21^. We analyzed the number of Nestin-positive RGLs in the SGZ of both genotypes in different ages, and found that compared with those from their WT littermates, the number of Nestin-positive RGLs in SGZ was decreased in β-arr1 KO mice at the ages of 3 and 6 months [F_genotype_ (1, 24) = 6.537, *p* = 0.020] but not at P21 (Fig. 4A,B). The activation and self-renewal of NSCs are required for the maintenance of the NSC pool. We observed that Nestin^+^ GFAP^+^ RGLs were decreased in the DG of KO mice [t (4) = 5.627, *p* = 0.004] and the number of Nestin^+^ GFAP^+^ MCM2^+^ RGLs was also decreased [t (4) = 3.178, *p* = 0.003] (Fig. 4C,D). Furthermore, Nestin and BrdU double-positive RGLs were significantly fewer than those in WT mice [t (4) = 6.485, *p* = 0.003] (Fig. S4A,B). Taken together, these data indicated that β-arr1 ablation led to decreased total and activated NSCs at the population level. We found that Tbr2^+^ and Tbr2^+^ MCM2^+^ intermediate progenitor cells (IPCs) were also decreased in KO SGZ [t (4) = 7.122, *p* = 0.002 for Tbr2^+^; t (4) = 7.257, *p* = 0.002 for Tbr2^+^ MCM2^+^] (Fig. 4E,F). In order to assess the influence of β-arr1 ablation on final neuronal production in hippocampus, the number of mature newborn neurons in DG was examined^23^. Both genotypes were injected with BrdU (100 mg/kg, i.p.) once a day for 7 days and sampled 30 days after the last BrdU injection (Fig. 4G). The BrdU-positive cells double labeled with NeuN and located in DG were counted as mature newborn neurons. We found that the number of these cells was significantly decreased in KO mice compared with WT mice [t (9) = 3.540, *p* = 0.006] (Fig. 4H,I), indicating a deficiency in neurogenesis.

### β-Arr1-mediated Nuclear Signaling in DG Regulates the Proliferation of Adult Neural Precursors

The behavior of adult neural stem cells and more restricted progenitor cells in SGZ niche is modulated by both intrinsic and extrinsic factors. β-arr1 may be critically involved in adult hippocampal homeostasis via both cell-autonomous regulation and niche factor-mediated non cell-autonomous mechanism. We used *in vitro* neurosphere assay to examine the role of β-arr1 in cell-autonomous mechanism. The hippocampi from P1 mice and DG from 2-month- and 1-year-old mice were dissected to culture neurospheres. After cultured for 7 days, the size and number of neurospheres derived from both genotypes were measured and compared. There was no difference in the diameter of neurospheres derived from 2-month-old β-arr1 KO and WT DG (Fig. S4A,B), while the neurospheres derived from β-arr1 KO DG were more than those from WT littermates [Fig. S4C,D, t (6) = −3.719, *p* = 0.010].

To assess the possible role of β-arr1 in maintaining the *in vivo* SGZ neural stem cell niche, we carried out tissue-conditioned media culture assay^24^. The cells dissociated from WT primary neurospheres were incubated in the tissue-conditioned media derived from β-arr1 KO or WT DG and the formed secondary neurospheres were quantified. As shown in Fig. 5A,B, the culture with WT DG-conditioned media (WT DG Cond) yielded comparable amount of neurospheres to that of complete medium, but the conditioned media derived from β-arr1 KO DG (KO DG Cond) did not [F_group_ (3, 14) = 13.853, *p* < 0.001]. Additionally, as shown in Fig. S5, neither the heat-treated WT DG-conditioned media (WT DG Heat) nor conditioned media derived from non-neurogenic WT cortex (WT Ctx Cond) could support the growth of neurospheres. These results indicate that a soluble, heat-sensitive component(s) required for neural precursor cell proliferation might be deficient in β-arr1 KO DG.

The soluble neural factors in stem cell niche are secreted by the niche cells and delivered by blood vessel. The astrocyte is one of the most important niche cells^9^. We co-incubated the wild type primary neurospheres with astrocytes derived from the DG (niche astrocytes) of WT or β-arr1 KO mice. As shown in Fig. 5C,D, the number of neurospheres produced in co-culture with β-arr1 deficient niche astrocytes was reduced by ~50% compared to those with WT niche astrocytes [t (10) = 2.405, *p* = 0.037] (Fig. 5C,D).

Our earlier study demonstrated that a distinct function of β-arr1 is translocation from the cytoplasm to the nucleus, where it acts as a transcription cofactor, to regulate gene expression^18^. Recombinant adeno-associated viruses encoding WT β-arr1, Q394L and K157A, two β-arr1 mutants incapable to translocate to the nucleus and thus deficient in transcriptional function^18^,^19^ were constructed under the control of a human GFAP promoter. One week after DG viral infection, WT or β-arr1 KO mice were injected with BrdU (6 times, once every 2 h, Fig. 5E). Injection of AAV-hGFAP-β-arr1-mCherry (KO-β-arr1) into DG of KO mice rescued the neural precursor proliferation, while expression of either Q394L or K157A failed to do so [F_group_ (4, 18) = 20.376, *p* < 0.001; *post-hoc* Tukey: *p* = 0.003 for Q394L, *p* < 0.001 for K157A *vs.* WT] (Fig. 5F,G; S6A). These data suggest that β-arr1 might regulate the neural precursor proliferation through, at least in part, its function in niche astrocytes, and β-arr1-mediated gene transcription, but not cytoplasmic or membrane function was crucial.

### RNA-Sequencing Transcriptome Shows Abnormal Gene Profiles in β-arr1 KO Niche Astrocytes

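Astrocytes were grown from the dentate gyrus (DG) of the hippocampus of WT mice and of β-arr1 KO mice, which lack a functional β-arrestin 1 gene, and RNA was taken from the cultured cells. A single library was sequenced per genotype, so the comparisons between WT and KO have no replicate check. The legend of Fig. 6 gives 3 mice in each group, and the sample labels describe the cDNA as pooled. Table S2 of the paper gives 20.4 M reads for WT and 21 M reads for β-arr1 KO, with 89.6% and 90.4% of bases at a Phred quality score of 30 or more. The authors aligned the read pairs to the mouse genome (mm9) with TopHat, estimated expression with Cufflinks and deposited 1 value per gene and library in FPKM (fragments per kilobase of transcript, relative to the mapped fragments of the library). FPKM values are already scaled for transcript length and for library size. The WT table listed 15417 genes with a median of 7.04 FPKM, and the KO table listed 15457 genes with a median of 7.16 FPKM. Every listed value was above 0. The tables hold no read counts and no confidence bounds.

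The lowest values still showed how many fragments lay behind them. Genes with 1 annotated transcript longer than 1000 bases and a value under 0.15 FPKM were compared with the value that 1, 2 or 3 fragments would give. In WT, 69.4% of 425 such genes lay within 5% of such a step, and 12.7% did so when the values were shuffled among the genes. In β-arr1 KO, 69.0% of 448 genes did, and 12.3% after shuffling. The step corresponded to 9.30 M mapped fragments in the WT library and 9.48 M in the KO library. From this step and the longest GENCODE transcript of a gene, the number of fragments per gene was estimated, and a 95% confidence interval of each ratio was computed from those numbers (exact Clopper-Pearson). The intervals cover counting error only and say nothing about differences between mice or cultures.

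The 2 tables were joined by gene symbol, which gave 16381 genes, 14493 of them listed in both tables. A gene listed in one table only was taken as 0 in the other. Expression change was the ratio of the FPKM values, β-arr1 KO vs. WT, without a pseudocount, over genes with at least 1 FPKM in at least one library. The start and end of the locus given for a gene can differ between the tables, and 58.1% of the genes analysed had the same bounds in both.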

Primary niche astrocytes cultured from DG of WT and β-arr1 KO mice were subjected to transcriptional profiling by RNA-sequencing (RNA-seq) to reveal differences in gene expression. 

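In the joined table, 12676 genes reached 1 FPKM in at least one library. The ratio of β-arr1 KO vs. WT was above 3/2 or below 2/3 in 2276 genes, of which 1226 were up-regulated and 1050 down-regulated. Among them, 485 genes were listed in one table only, and the locus of 374 of these overlapped a row that the other table gave under another gene symbol. The 12191 genes listed in both tables included 1791 changed genes (14.7%). Their median log2 ratio was 0.02, so the 2 libraries were on the same scale. Among all 12676 genes, including the 485 listed in one table only, the share of changed genes was 42.6% in the lowest 20% by mean FPKM. It was 7.93% in the 20% next to the highest and 9.27% in the highest 20%. Counting error drawn 100 times from the estimated fragments, with no difference between the libraries, put a median of 285 genes past the threshold (range, 244 to 324). In the data, 2166 of the same 12303 genes were past it. The simulated number is too low where a gene expresses a transcript shorter than the longest annotated one. The number of changed genes was 4001 with a minimum of 0.1 FPKM and 1183 with a minimum of 5 FPKM. Limits of 2 and 1/2 gave 1172 changed genes. Restriction to genes with the same locus bounds, chosen after seeing the data, left 7367 genes, of which 1028 were changed.

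**Figure D1:**
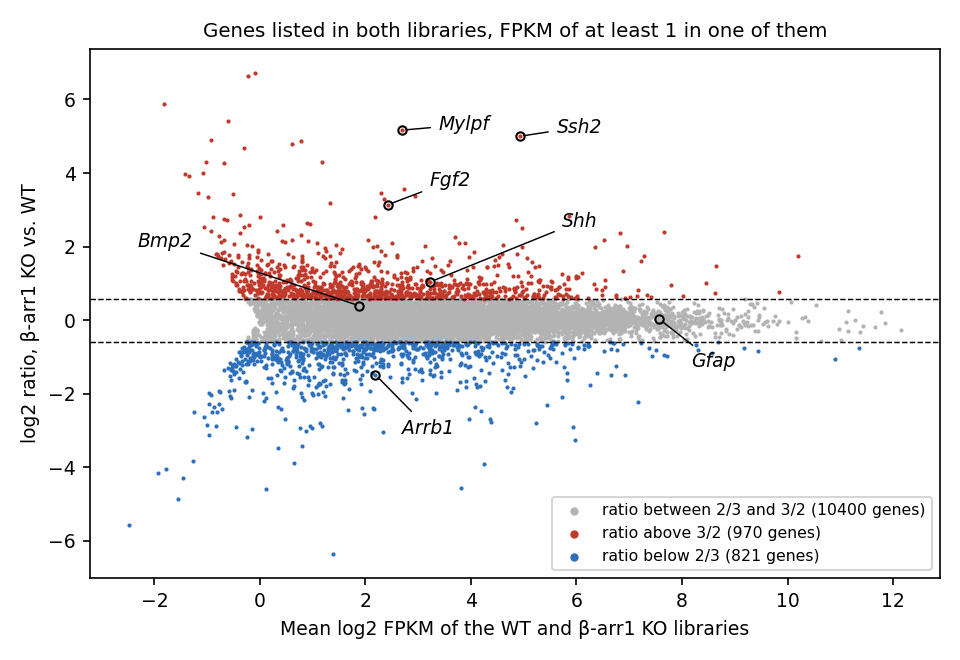
The log2 ratio of β-arr1 KO vs. WT (y axis) against the mean log2 FPKM of the 2 libraries (x axis) for the 12191 genes listed in both tables; each point is 1 gene, and dashed lines mark ratios of 3/2 and 2/3. Red points are the 970 genes above 3/2 and blue points the 821 genes below 2/3, and the points spread wider at low expression; named genes are circled.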

Out of 12761 genes analyzed, changed expression was detected in 1286 genes [fold change >3/2 (1.5) or <2/3 (0.6667), β-arr1 KO vs. WT] (See Supplemental Tables 2 and 3). 

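Arrb1 (NCBI gene 109689), which encodes β-arr1, lies on chromosome 7 of mm9 from 106683996 to 106755281. Its level was 7.62 FPKM in the WT library and 2.72 FPKM in the KO library, a ratio of 0.358 and a log2 ratio of -1.48. An estimated 493 and 181 fragments gave a 95% interval of the ratio from 0.300 to 0.425. The deposited value is 1 number per gene and does not show which exons the remaining fragments in the KO library came from. Under other ways of scaling, summing or adding a pseudocount, the ratio stayed between 0.351 and 0.432. Actb, which encodes β-actin, was at 2090.0 FPKM in WT and 2461 FPKM in KO. Its ratio of 1.18 lay inside the limits of 2/3 and 3/2, with an interval from 1.16 to 1.19 that did not include 1. The Actb row started at 143663595 in WT and at 143664795 in KO. As the interval takes the same length in both libraries, it does not show that Actb itself differed. Gfap, an astrocyte marker, was at 189 FPKM in WT and 192 FPKM in KO, a ratio of 1.02 (95% interval, 0.976 to 1.06). After rescaling the libraries to the same upper quartile, the ratio of Gfap was 0.999.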

A reduction in β-arr1 (*Arrb1*) transcript level was observed, and house-keeping genes, such as *Actb* and astrocyte marker *Gfap,* remained unchanged (Fig. S7A).

Recent studies have found that secreted and adhesive factors are critical for neural precursor behavior. 

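Of 44 niche factor genes, 41 were listed in at least one table. The ratio of β-arr1 KO vs. WT was above 3/2 in 8 of them, below 2/3 in 4 and between these limits in 29. Among neurotrophins, Bdnf (NCBI gene 12064) was at 22.3 FPKM in WT and 23.4 FPKM in KO, a ratio of 1.05 whose 95% interval of 0.952 to 1.15 included 1. Ntf3 had a ratio of 1.54, but at 0.956 and 1.47 FPKM it rested on an estimated 11 and 18 fragments, and its interval of 0.691 to 3.62 included 1. With a pseudocount of 0.1 the ratio of Ntf3 was 1.49. Ntf4 was not analysed here.

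Among 13 growth factors, Vegfa rose from 30.3 to 46.8 FPKM, a ratio of 1.55 (interval, 1.43 to 1.68). Fgf11 (ratio 1.69, interval 1.19 to 2.45) and Fgf12 (ratio 1.62, interval 0.953 to 2.87) were above 3/2 at low levels. With a pseudocount of 1 both fell within the limits, at 1.45 and 1.29. The Fgf11 row started at 69610179 in WT and at 69611704 in KO, and its interval takes no account of the shorter KO row. Vegfc (ratio 0.604, interval 0.410 to 0.867) and Fgf18 (ratio 0.585, interval 0.302 to 1.07) were below 2/3, and with the same pseudocount of 1 they too fell within the limits, at 0.671 and 0.679. Fgf1, Fgf7, Fgf10, Fgf13, Igf1, Igf2 and Vegfb lay between the limits, from 0.688 to 1.39. Cntf was not analysed here. The highest ratio was that of Fgf2, from 1.80 FPKM in WT to 15.9 FPKM in KO, a ratio of 8.78. Fgf2 lies on the plus strand of chromosome 3 from 37211441 to 37304299 in the GENCODE annotation of NCBIM37, the assembly also called mm9, and its end overlaps that of Nudt6, which lies on the minus strand from 37303832 to 37319133. Nudt6 was listed at 11.5 FPKM in WT and not listed in KO. The sum of both genes was 13.3 FPKM in WT and 15.9 FPKM in KO, a ratio of 1.19.

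**Figure D2:**
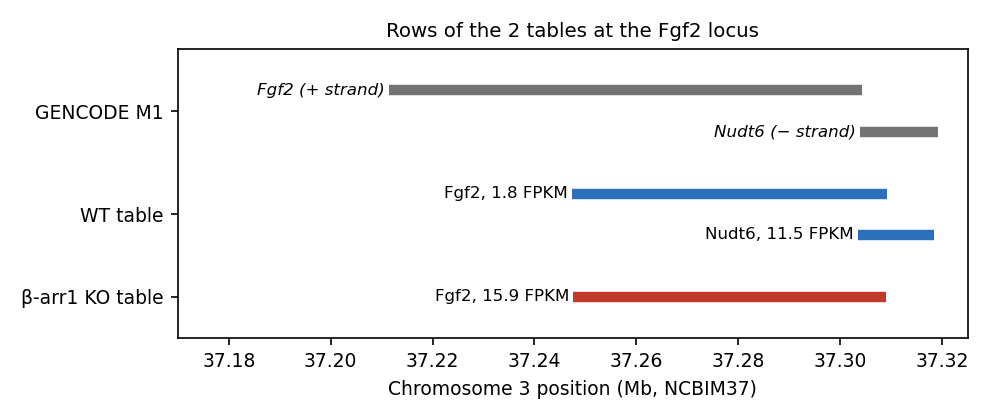
Chromosome 3 positions (x axis, Mb) of Fgf2 and Nudt6 in the GENCODE annotation (grey) and of the rows that the WT table (blue) and the β-arr1 KO table (red) give there, each with its FPKM value. The WT table gives 2 overlapping rows and the KO table 1 row, listed as Fgf2 at 15.9 FPKM.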

Changes of mRNA levels of several well-established niche factors, including neurotropic factors, interleukins, growth factors, and morphogens, in β-arr1 KO astrocytes were shown in Fig. 6A–D. Among neurotropic factors, the mRNA level of BDNF, a well-known neurogenic factor was not changed (Fig. 6A). A number of interleukins serve as niche regulators of adult hippocampal neurogenesis^25^. 

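Levels of 8 interleukin genes were compared between the libraries, and Il34 was not analysed here. Il7 (NCBI gene 16196), on chromosome 3 from 7572068 to 7613765, fell from 24.6 FPKM in WT to 7.73 FPKM in β-arr1 KO. Its ratio was 0.314, with a 95% interval of 0.265 to 0.368 from an estimated 603 and 196 fragments. Il15 (NCBI gene 16168), on chromosome 8 from 84855523 to 84926485, was at 3.99 FPKM in WT and 2.10 FPKM in KO, a ratio of 0.526. Fewer fragments lay behind Il15, an estimated 64 and 35, and the interval was wider, from 0.335 to 0.800. Both genes stayed below 2/3 under 6 other ways of scaling, summing or adding a pseudocount, Il7 between 0.308 and 0.341 and Il15 between 0.517 and 0.621. The remaining 6 genes lay within the limits. Il33 was closest to the upper limit, with a ratio of 1.498 at 1.89 and 2.84 FPKM, and moved to 1.503 when the libraries were rescaled to the same total. Il16 (0.978 and 1.37 FPKM) and Il11 (ratio 1.34) were higher in KO, and Il17d (ratio 0.734) was lower. Only for Il11 among these 4 genes did the interval leave out 1 (1.03 to 1.74). Il6 and Il18 differed little, with ratios of 1.08 and 1.05.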

Among these 9 interleukins detected by RNA-seq, we found that mRNA levels of *Il7* and *Il15* were decreased in β-arr1 KO astrocytes. *Il15* was shown to be a neurogenic factor recently^26^. Morphogens, such as Notch, Wnt, Bmp families, and Shh, are also important members of niche factors. Changes in levels of *Wnt5b*, *Wnt7a*, *Bmp2*, and *Shh* in β-arr1 KO niche astrocytes were detected. 

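Levels of 17 Notch, Wnt, Bmp and Shh genes were listed in both libraries. The ratio was above 3/2 in 3 of them, and none was below 2/3. Shh (NCBI gene 20423), on chromosome 5 from 28783380 to 28793641, rose from 6.55 FPKM in WT to 13.5 FPKM in β-arr1 KO, a ratio of 2.06 and a log2 ratio of 1.04. Its 95% interval, from an estimated 153 and 327 fragments, was 1.69 to 2.51. Wnt5b (NCBI gene 22419), on chromosome 6 from 119382549 to 119494608, was at 3.95 FPKM in WT and 6.75 FPKM in KO, a ratio of 1.71 (interval, 1.29 to 2.28). Its span holds another gene, Fbxl14, which both tables listed separately, at 8.67 and 8.97 FPKM. Wnt7a (NCBI gene 22421), on chromosome 6 from 91313977 to 91361363, was at 0.941 FPKM in WT and 1.63 FPKM in KO. Its ratio of 1.73 rested on an estimated 26 and 47 fragments (interval, 1.06 to 2.93) and was 1.35 with a pseudocount of 1. Bmp2 (NCBI gene 12156) was at 3.21 FPKM in WT and 4.22 FPKM in KO, a ratio of 1.31, higher in KO and below 3/2. Notch4 lay closest to the upper limit, at 1.49, and Bmp4 closest to the lower limit, at 0.669. Rescaling the libraries to the same median ratio moved Bmp4 to 0.660. Bmp1 had the highest level of the 17 genes, 83.7 FPKM in WT and 56.9 FPKM in KO. The interval left out 1 for 11 of the 17 genes, and for 10 to 12 of them after the libraries were rescaled. The difference between genotypes itself has no replicate error here.

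**Figure D3:**
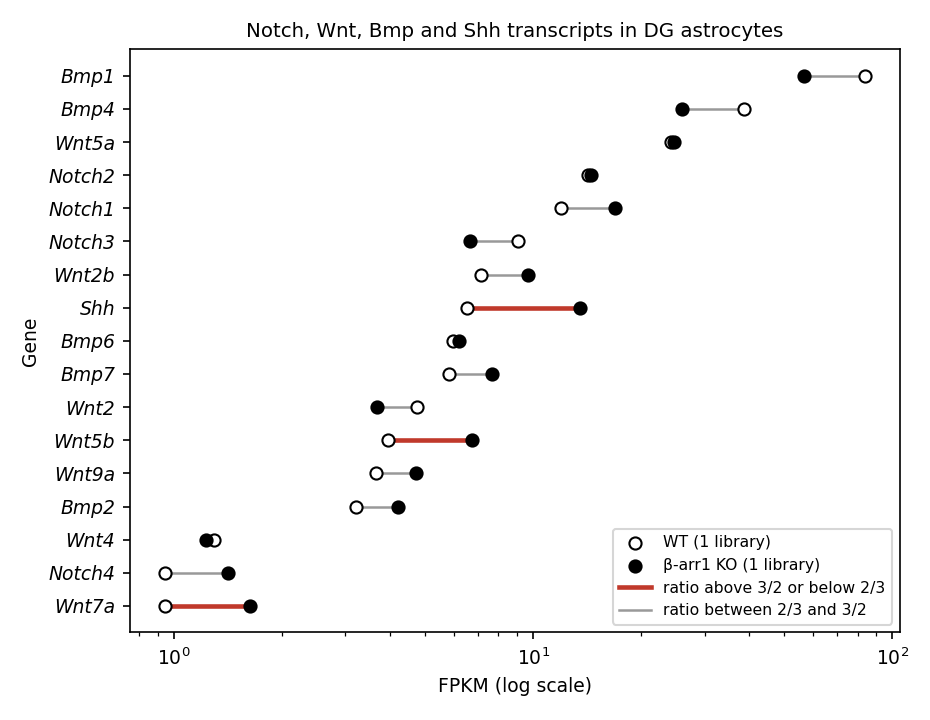
Levels of 17 morphogen genes in FPKM (x axis, log scale) in the WT library (open circles) and the β-arr1 KO library (filled circles), 1 library each, with genes ordered by their WT level. Red lines join the values of the 3 genes with a ratio above 3/2, Shh, Wnt5b and Wnt7a, and grey lines those of the genes between the limits.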

Among them, *Bmp2*, *Shh* and *Wnt7a* were reported previously to be related to neural precursor cell expansion in DG^27^,^28^,^29^ and their changes were confirmed by qRT-PCR (Fig. 6E). ELISA data revealed elevated BMP2 [t (4) = −19.273, p < 0.001] and decreasing trend of SHH in β-arr1 KO niche astrocyte-conditioned media (Fig. 6F). 

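In the GENCODE annotation of NCBIM37, Bmp2 lies on the plus strand of chromosome 2 from 133377895 to 133388621 and has 3 exons. The first exon, from 133377895 to 133379087, lies upstream of the coding sequence, which starts in the second exon at 133380162. The WT table gave the locus from 133377985 and the KO table from 133378935, inside the first exon, and both ended at 133388621. The 2 libraries held an estimated 101 and 137 Bmp2 fragments, which gave a 95% interval of the ratio of 1.01 to 1.71. Both estimates used the same annotated length, although the KO row was the shorter one. If the KO value was scaled to a shorter transcript, fewer KO fragments lay behind it, and this was not tested. The interval left out 1 and included 3/2. With the libraries rescaled to the same median ratio or upper quartile, its lower end was 0.994 or 0.989, and it included 1. Across 3 ways of rescaling the libraries, pseudocounts of 0.1 and 1 and the summing of rows that share a symbol, the ratio lay between 1.24 and 1.32. Its lowest value came with a pseudocount of 1, and none of these alternatives varied the transcript length. No gene other than Bmp2 was listed at this locus in either table.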

The increased protein level of BMP2 in β-arr1 KO astrocyte-conditioned media conforms to the elevated level of *Bmp2* transcript in β-arr1 KO niche astrocytes detected by RNA-seq and qRT-PCR, suggesting that its expression might be under stringent transcriptional control of β-arr1. Considering the anti-mitotic effect of BMP2, the reduction of neural precursor proliferation would be a reasonable consequence of increased level of BMP2 in β-arr1 KO DG or β-arr1 KO astrocyte-conditioned media. As to *Shh* and *Wnt7a*, combining ELISA and *in vivo* data, their elevations might be the result of compensational enhancement of transcription.

Additionally, genes regulated by β-arr1 as indicated by RNA-seq were further analyzed using ChEA tool integrated in Enrichr^30^ to predict possible transcriptional regulatory machineries involved. Prediction indicated that the transcriptional activities of several transcription factors were elevated in β-arr1 KO niche astrocytes, including PPARγ (overlap: 57/3562, p < 0.01) (Supplemental Table 4). It was reported previously that β-arr1 played an inhibitory role in PPARγ signaling^31^. Those down-regulated genes in β-arr1 KO niche astrocytes might be regulated by transcription factors such as Suz12 (overlap: 125/4353, p < 0.001) as reported before^32^. 

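The genes entered into such a prediction depend on how changed genes are counted. In the deposited values, 1226 genes were up-regulated at a minimum of 1 FPKM in at least one library and 758 at a minimum of 1 FPKM in both libraries. Pparg itself (NCBI gene 19016), on chromosome 6 from 115310861 to 115440419, was at 5.42 FPKM in WT and 4.44 FPKM in β-arr1 KO. Its ratio of 0.820 had a 95% interval of 0.590 to 1.13 from an estimated 85 and 73 fragments, so no difference was detectable at this depth. ChEA compares a gene list with the target genes of transcription factors compiled from chromatin immunoprecipitation studies. Table S4 of the paper lists 2 PPARγ target sets for the up-regulated genes, with the paper's p-values of 0.00365 and 0.0280. It lists the same 2 sets for the down-regulated genes, with the paper's p-values of 0.000392 and 0.000460. The target sets were not used here. From the overlap with the up-regulated genes, the paper infers a raised activity of PPARγ in the absence of β-arr1.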

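Down-regulated genes numbered 1050 at a minimum of 1 FPKM in at least one library and 622 at a minimum of 1 FPKM in both libraries. Suz12 (NCBI gene 52615), on chromosome 11 from 79806608 to 79847625, encodes a subunit of the Polycomb repressive complex that methylates histones. It was at 12.0 FPKM in WT and 13.1 FPKM in β-arr1 KO, a ratio of 1.09 (95% interval, 0.959 to 1.24). In Table S4 of the paper, the 5 target sets of SUZ12 have overlaps of 36 to 125 genes with the down-regulated genes and of 56 to 170 genes with the up-regulated genes.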

Bioinformatic analysis also showed that several PPARγ-specific motifs were presented in the promoter regions of *Bmp2* (Fig. S7B). 

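PPARγ binds DNA as a heterodimer with RXR at direct repeats of a hexamer spaced by 1 base (DR1), with the consensus AGGTCANAGGTCA, where N is any base. The 20 kb upstream of Bmp2 on chromosome 2 of NCBIM37, from 133357895 to 133377894, were searched on both strands for this consensus. No site matched all 12 defined bases, and none matched with 1 mismatch. At most 2 mismatches were allowed, and 4 sites matched at that limit. On the plus strand, AGGTTCCAGGTCA lay from 133360697 to 133360709, 17186 bases upstream of the annotated start of Bmp2. On the minus strand, AGGTAACAGATCA lay from 133362159 to 133362171, AAGTCATAGGACA from 133365524 to 133365536 and AGATCATAGATCA from 133371537 to 133371549. The nearest of them lay 6346 bases upstream of the start. A match of sequence does not show binding, and no binding was measured in these libraries.

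**Figure D4:**
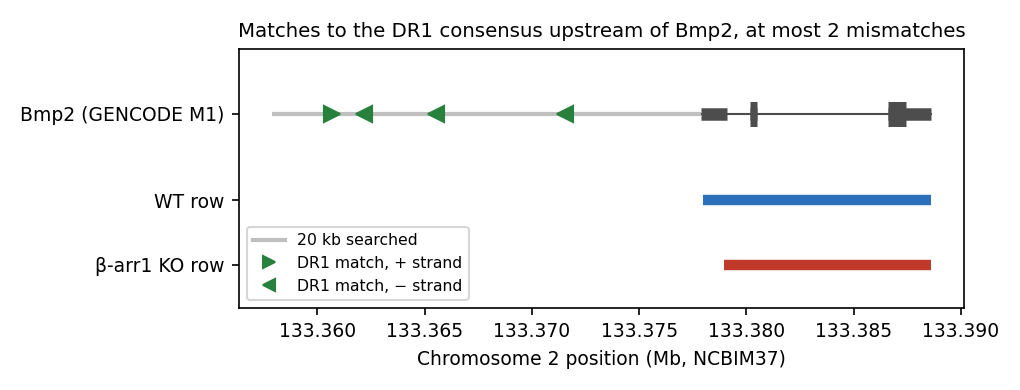
Chromosome 2 positions (x axis, Mb) of Bmp2 with its exons (dark boxes, coding parts taller), the 20 kb searched upstream (light grey line), the 4 matches to the DR1 consensus (green triangles pointing along their strand), and the rows of the WT table (blue) and β-arr1 KO table (red). The KO row starts at 133378935 and the WT row at 133377985.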

PPARγ was reported to interact directly with nuclear β-arr1 to suppress its transcriptional activity^20^. We postulate that BMP2 secreted from niche astrocytes might be under β-arr1-mediated transcriptional regulation.

## Discussion

The dynamic interaction between neural precursors and their niche is critical for neural precursors and their progeny in sensing and responding to the changes of external environment during adulthood^33^. The underlying mechanisms during this interaction remain unclear. In this study, we showed that the proliferation of neural precursors in adult SGZ under basal condition and after external stimulation was both decreased after ablation of β-arr1, an important co-factor of transcriptional regulation. Expression of the wild type β-arr1 under the control of human GFAP promotor could enhance the cell proliferation in SGZ of β-arr1 KO mice, while nuclear-function-loss Q394L and K157A mutants of β-arr1 could not. Moreover, neurosphere co-culture assays indicated that compared with the wild type astrocytes, β-arr1 KO astrocytes nurtured less neurospheres, and this might be attributed to the abnormality in soluble, heat-sensitive factors secreted from astrocytes, such as BMP2. Astrocytes are important sources of niche factors and play a key role in regulating adult neurogenesis *in vivo* via juxtacrine and paracrine signaling^8^,^9^. We propose a possible mechanism by which β-arr1 signaling in DG induces adaptation and supports the homeostasis of neural precursor cells. In this model, β-arr1 acts as a niche modulating molecule bridging the extrinsic signals and inner neural adaptive changes in adult hippocampal neurogenesis.

Neurogenesis occurs throughout the early development stage and also after maturation. Recent studies have revealed that several signaling pathways important for development, such as TGFβ superfamily, Wnt, Shh and Notch are required for neurogenesis during adulthood^6^. Mechanistic details are needed to reveal the dynamic of these signaling pathways in neurogenesis during adulthood. β-arrs have been implicated as important signaling mediators of Wnt, Shh, and Notch pathways^34^. In this study, our *in vivo* BrdU incorporation data showed that 2-month-old β-arr1 KO mice exhibited reduced cell proliferation in SGZ but not SVZ. After ablation of β-arr1, the proliferation of neural precursors in SGZ under both basal condition and after external stimulation was decreased. By *in situ* hybridization, we detected potent and wide expression of β-arr1 in mature DG and an increasing trend during postnatal development which is similar with other reports^12^,^35^. Consistently, Nestin^+^ RGLs in DG of P21 β-arr1 KO mice showed no obvious defect. These data support the notion that β-arr1 may be specifically involved in the hippocampal neurogenesis during adulthood. The adult hippocampal neurogenesis is comprised of several stages which recapitulate the complete process of neuronal development in embryonic period. Among them, the self-renewal of NSCs (RGLs) is critical for the sustainable neurogenesis in SGZ^33^. Using Nestin/GFAP/MCM2 co-staining, we found that the ablation of β-arr1 resulted in a decrease of the activated NSCs and total number of Nestin^+^ GFAP^+^ RGLs in adult animals. The Tbr2^+^ and Tbr2^+^ MCM2^+^ IPCs were also decreased. These data indicate decreased stem cell activation and expansion of progenitors in DG after β-arr1 systemic knockout, which may be interpreted as increased cell cycle exit. Furthermore we found that final neuronal production in hippocampi of KO mice was decreased.

To assess whether β-arr1 mediated regulatory mechanisms are intrinsic or extrinsic, we tested β-arr1 co-localization with different cell type markers and found that β-arr1 was widely distributed in many cell types in DG including both NSCs and niche cells. In Fig. 3, after re-expression of β-arr1 in KO DG, BrdU^+^ GFP^+^ cells had a slight increase, and in lentivirus knockdown assay BrdU^+^ GFP^+^ cells also showed decreasing trend. The effects we observed might be attributed to β-arr1 in both proliferating cells and niche cells. Meanwhile, we used an AAV gene delivering system which reported before^36^,^37^ could deliver genes into astrocytes under control of a synthetic promoter derived from the human GFAP^38^ in order to re-express β-arr1 in KO niche astrocytes (KO-β-arr1 group) and the rescue effect was shown in Fig. 5E–G. Additionally, the neurospheres co-cultured with β-arr1 KO DG astrocytes were decreased, consistent with the phenomena we observed *in vivo*, however the neurospheres cultured from β-arr1 KO DG were increased in *in vitro* assays (Fig. S4). Taken together, these data suggest that β-arr1 in niche astrocytes might play a role in positive modulation of neural precursor expansion, but did not exclude the possibility that β-arr1 may also function in other types of niche cells or NSCs.

RNA-seq analysis of β-arr1 KO astrocytes revealed an abnormal profile of transcript levels of several secreted factors. Among those morphogens and growth factors previously reported to regulate neural precursor proliferation in hippocampi, both mRNA and protein levels of BMP2, a well-known anti-mitotic morphogen^39^, were increased in β-arr1 KO astrocytes and the conditioned media derived from β-arr1 KO astrocytes, suggesting that it might be a possible regulatory target of β-arr1 in the astrocyte-neural precursor interaction. Our previous work has shown that unlike β-arr2, β-arr1 is able to enter the nucleus and thus possesses a unique transcriptional regulation function^18^. We observed that BrdU-positive cells was decreased in DG of β-arr1 KO mice, but not changed in β-arr2 KO mice. We also found that the deficiency of cell proliferation in β-arr1 KO mice could be rescued by DG expression of wild type β-arr1 using AAV-hGFAP-β-arr1-mCherry, but not the expression of Q394L or K157A mutant which is unable to enter the nucleus and has no transcriptional activity^18^,^19^. It is likely that β-arr1 regulates the proliferation of neural precursors through a nuclear mechanism, analogous to known intracellular transcriptional regulators of adult neurogenesis, such as p21, Sox2, and TLX^22^,^29^,^40^. Zhuang *et al.* demonstrated that β-arr1 could suppress PPARγ function via direct interaction with PPARγ in the nucleus^20^. Earlier study has shown that PPARγ could form a heterodimer with the 9-cis-retinoic acid receptor (RXR) and exert its transcriptional promoter activity^41^. In activated macrophages, PPARγ functions as a transcriptional repressor of the inflammatory genes^42^. Our bioinformatic analysis revealed two PPARγ-specific binding motifs presented in the promoter region of *Bmp2*. Combining the data above, we hypothesize that the production of BMP2 in niche astrocytes is regulated by a β-arr1-dependent transcriptional mechanism, likely through its dynamic association with PPARγ (Fig. S7B), the detailed underlying mechanisms need to be further elucidated.

## Methods

### Animals

β-arr1 and β-arr2 KO mice generated by the laboratory of R. J. Lefkowitz (Duke University Medical Center, Durham, NC) were backcrossed onto a C57BL/6J background for 10 generations. WT, β-arr1 KO, or β-arr2 KO littermates resulted from heterozygous breeding and descendants of mice that were separately bred as homozygous WT, β-arr1 KO, or β-arr2 KO mice after the initial backcrossing were used. All mice were maintained on a 12 h light/dark cycle with food and water available *ad libitum*. All experiments were strictly in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by Animal Care and Use Committee of Shanghai Medical College, Fudan University.

### BrdU Incorporation Assay *in vivo*

BrdU incorporation assay was done essentially as reported^43^,^44^,^45^. Mice were injected intraperitoneally with BrdU (Sigma Aldrich) under different BrdU concentration and injection schedule according to the BrdU protocol mentioned in the context and sampled at indicated time points (described in Immunofluorescence staining procedure). Coronal brain sections were treated with 2 N HCl solution for 30 min at 37 °C, followed by rinse in boric acid buffer and washes in PBS. Sections were incubated with BrdU antibody (AbD Serotec, 1:500) overnight at 4 °C, and then with the secondary antibody (Rhodamine conjugated donkey anti-rat, Jackson ImmunoResearch, 1:500) for 1.5 h at room temperature. 4′,6-diamidino-2-phenylindole (DAPI) was used to counterstain nuclei. The sections were then transferred to the slices and mounted with mounting medium (Thermo Fisher Scientific). The images were captured by Zeiss LSM 510 laser confocal fluorescence microscope (Carl Zeiss).

### Stereology

An unbiased design-based stereology was used in cell counting to avoid oversampling^45^,^46^,^47^. We collected sections following a fractionator principle. Staining and quantification were performed on every sixth section from Bregma + 1.54 mm to −0.22 mm (SVZ) and from Bregma −1.22 mm to −3.16 mm (DG). The positive cells (such as BrdU^+^) were counted from the center region of sections in a blinded manner under Zeiss LSM 510 laser confocal fluorescence microscope with a 5 μm guard zone. In DG, the number of positive cells was normalized by the granular cell layer volume (in mm^3^) determined by Image-Pro Plus (MediaCybernetics) following Cavalieri Principle.

### Immunofluorescence staining

Immunofluorescence staining on mouse brain section was performed as previously described^48^. In brief, the animals were anesthetized by 10% chloral hydrate and perfused intracardiacally with 40 ml normal saline, followed by 4% paraformaldehyde. Then the brains were quickly removed and fixed with 4% paraformaldehyde at 4 °C for about 4 h and stored in 30% PBS-buffered sucrose solution for 36 h. Coronal sections (40 μm) were cut with a cryostat (Leica) and washed in PBS, incubated with blocking buffer (10% donkey serum in PBS containing 0.3% Triton X-100) for 2 h, and then incubated in primary antibody diluted in the blocking buffer overnight at 4 °C. Sections were subsequently washed in PBS, incubated in the secondary antibody for 2 h at room temperature, and washed with PBS three times. As the last step, the slices were mounted with anti-quenching mounting medium (Thermo Fisher Scientific) and then the coverslips were applied. The images were captured under the Zeiss LSM 510 and analyzed by the persons blind to the genotype and treatment. The primary antibodies used for immunostaining were shown in Supplemental Methods.

### *In situ* Hybridization

The *in situ* hybridization of free-floating brain sections was performed as described previously^49^. The sequences of probes were designed according to the Allen Brain Atlas probe database (ID: RP_050609_04_B01). The partial mouse cDNA fragment was obtained by reverse-transcription polymerase chain reaction (TaKaRa) and cloned into vector pcDNA3.0. After verification of the sequence, the antisense and sense digoxigenin (DIG)-labeled RNA riboprobes were synthesized using DIG RNA Labeling Kit (Roche). The 30 μm brain sections were fixed by 4% paraformaldehyde in PBS after treated with 2–5 μg/ml proteinase K for 20 min at 37 °C, pre-hybridized with hybridization buffer containing 50% formamide (v/v) deionized, 5 × SSC, 0.02% SDS (w/v), 2% blocking solution (Roche) for 1 h and then hybridized with riboprobe (50 ng per brain section) in hybridization buffer at 55 °C overnight. After high stringency washing, immunological detection of DIG was done by incubation of the brain sections with anti-DIG antibody fragment conjugated with alkaline phosphatase (AP) or fluorescein (1:200) at room temperature for 3 h. The AP sections were developed with NBT/BCIP Stock Solution (Roche) at room temperature for 2–3 h and then analyzed under a phase contrast microscope (Olympus). The fluorescein sections were subjected to Immunofluorescence co-staining or analyzed by confocal fluorescence microscope directly.

### Microinjection and Viral Infection in DG

The recombinant lentiviruses were constructed according to the described method^50^. The vectors encoding GFP-tagged full-length of β-arr1 (LV-β-arr1) and GFP-tagged β-galactosidase (LV-GFP) were kindly provided by Dr. Gang Pei (Tongji University). Construction of pBS/U6/β-arr1 shRNA and determination of knockdown efficacy were done based on our published method^18^. The titers of these lentiviruses were about 1 × 10^9^ transducing units (TU)/ml. The AAV plasmids were designed and constructed based on pAAV-hGFAP-ChR2 (H134R)-mCherry from Karl Deisseroth (Addgene plasmid # 27055) as described^18^,^38^, and packaged by Neuron Biotech (Shanghai) Co., Ltd. as AAV_2/8_ (serotype 8, titer: 1 × 10^12^ vg/ml). For the microinjection of viruses, the anesthetized mice were positioned on a stereotaxic apparatus (NARISHIGE Scientific Instrument LAB) with the injection syringe of 34 gauge tips (Hamilton Bonaduz AG) aimed at DG. The intended stereotaxic coordinates were: AP:−2.00 mm; ML: ± 1.6 mm; DV:−2.0 mm and AP:−3.00 mm; ML: ± 2.6 mm; DV:−3.2 mm. 1 μl of the lentivirus was infused into DG at a rate of 0.2 μl/min (0.5 μl at a rate of 0.1 μl/min for AAVs). The needle was left in place for additional 5 min. The BrdU incorporation assay was carried out after a 1 week recovery.

### Neurosphere Culture

Primary neurosphere was cultured as described previously^51^. In brief, the DG was dissected and finely minced, digested for 20 min at 37 °C in Neural Stem Cell Basal Medium (Stem Cell Technology) added with PDD [2.5 U/ml papain (Worthington), 1 U/ml dispase (Roche), and 250 U/ml DNase I (Sigma)] and mechanically dissociated using a Pasteur pipette with a fire-polished tip. NSCs were purified with two Percoll gradients (25% then 65%, GE) and plated at a density of 10^5^ cells/cm^2^ in NSC Basal Medium with NSC Proliferation Supplements (10×), bFGF (20 ng/ml) and EGF (20 ng/ml) (Stem Cell Technology). Cells were incubated at 37 °C in 5% CO_2_ at 95% humidity for 7 days and then the number and diameter of the neurospheres were analyzed by Image-Pro Plus (MediaCybernetics). The medium was changed every 2 days.

### Tissue-conditioned Media Culture Assay

This assay was done as described previously with minor modifications^24^. DG of 2 month-old KO and WT mice was dissected according to previous report^52^ in approximately equal mass in oxygen-saturated ACSF (119 NaCl, 2.5 KCl, 2.5 CaCl_2_, 1.0 MgSO_4_, 1.25 NaH_2_PO_4_, 26.0 NaHCO_3_, and 10 glucose in mM, pH 7.3–7.4) and incubated in 250 μl of Neural Stem Cell Basal Medium (Stem Cell Technology) without EGF or bFGF at 37 °C for 24 h. The tissue-conditioned media from two mice DG were gathered and centrifuged, the supernatant was used to incubate the dissociated primary neurospheres from WT DG in 24-well culture plate. The primary neurospheres were plated at low density (2000 cells/ml) and incubated at 37 °C in 5% CO_2_ and 20% O_2_ at 95% humidity. The medium was changed every 2 days. The number of secondary neurospheres generated was counted at DIV 7 under microscopy (Olympus).

### Primary Astrocyte Culture and Neurosphere Co-culture

Primary astrocyte cultures were generated essentially as described previously^9^,^53^. Briefly, isolated adult dentate gyrus was transferred to Earle’s Balanced Salt Solution containing PDD and incubated for 20 min at 37 °C, then rinsed in DMEM/F12 medium (1:1 v/v; Life Technologies) and triturated carefully with the fire-polished Pasteur pipette to a single-cell suspension. The isolated cells were re-suspended and seeded onto Matrigel-treated wells (Matrigel; BD) in astrocyte medium (DMEM/F12 medium containing 2 mM L-glutamine, 0.6% glucose, 5.2 ng/ml sodium selenite, 0.025 mg/ml insulin and 0.1mg/ml transferrin, supplemented with 10% FBS). These samples were cultured at 37 °C with 5% CO_2_ for 6 days (the medium was changed every 2 days) and then shaken at 100 rotations/min for 3 h at 22 °C to dissociate proliferating cells, oligodendrocyte progenitors, and neurons from bottom of the well. The purity of the astrocyte cultures was evaluated by immunostaining for s100β (Sigma, 1:200). For co-culture experiments, 2 h after the astrocyte culture medium in these wells was replaced by Neural Stem Cell Basal Medium, a transwell insert (0.4 mm pore, 12 mm diameter; Millipore) was placed and NSCs were seeded in the upper compartment and co-cultured with astrocytes in the lower compartment. 50% of medium was changed every 3 days. The number of neurospheres was calculated under a phase contrast microscope (Olympus) and images were captured for further analysis.

### Running Wheel Training

This training was done as previously described^54^. The mice in running wheel group get access to wheel for 15 days and then subjected to BrdU incorporation assay.

### Transcriptome Analysis

Astrocyte samples cultured from KO and WT DG (1 × 10^6^ cells) were collected in TRIzol (Life Technologies) and processed according to the manufacturer’s instructions. Total RNA was purified and quality checked on Agilent 2100 Bioanalyzer. The RNA 260/280 ratios were >1.8 and RIN were 9.8 and 10.0. Library construction and sequencing were performed by WuXi AppTec. Twenty million 2 × 100bp reads were acquired. 89.6% and 90.4% bases reached a Phred quality score of 30. Short reads were aligned to the mouse reference genome (mm9) using Tophat^55^. Transcript expression estimation and differential analysis were done using Cufflinks^55^. The differentially expressed genes were used for gene ontology and pathway enrichment analysis. Data were further analyzed by transcriptional machinery prediction tool Enrichr^30^. The raw data have been submitted to GEO (accession number: GSE66471). An overview of sequencing quality and depth can be found in Supplemental Table 2.

### Quantitative Real time PCR (qRT-PCR)

Samples were dissected, frozen in TRIzol, and stored at −80 °C until processing. Total RNAs were extracted and 3 μg of total RNA was reverse-transcribed using the SuperScript III First-Strand cDNA Synthesis System (Invitrogen). Control reactions without reverse transcriptase were done in parallel. qRT-PCR was performed on ROTOR-GENE RG-3000A (Corbett research) using the SYBR green Premix Ex Taq system (TaKaRa) according to the manufacturer’s instructions with specific primers shown in Supplemental Table 1.

### ELISA

The astrocyte-conditioned media were collected and concentrated with Centrifugal Filter Units (10 K, Millipore) for ELISA detection. The antibodies for indirect-ELISA were purchased from Abcam (Shh, Cat no. ab19897; BMP2, Cat no. ab14933; Wnt5a, Cat no. ab72583). ELISA was done according to the manufacturer’s instructions. Briefly, the media were incubated in the plates at 4 °C overnight (duplicated for each sample) and blocked by 5% skim milk. The primary antibody was incubated for 2 h at room temperature. After washes with PBS, the secondary antibody conjugated with HRP was added. The color reaction was developed by TMB for 30 min and stopped by 2 M H_2_SO_4_. The optical density for each well was read by microplate reader (TECAN) at 450 nm.

### Statistical Analysis

Data are represented as mean ± s.e.m. and analyzed using Sigma Stat 3.5. The statistical significant was determined by One-way or Two-way Analysis of Variance (ANOVA) for multiple comparisons followed by Tukey’s post-hoc test. The two-tailed Student’s *t*-test was used for comparisons between two groups.

## Additional Information

**How to cite this article**: Tao, Y. *et al.* Astroglial β-Arrestin1-mediated Nuclear Signaling Regulates the Expansion of Neural Precursor Cells in Adult Hippocampus. *Sci. Rep.* **5**, 15506; doi: 10.1038/srep15506 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
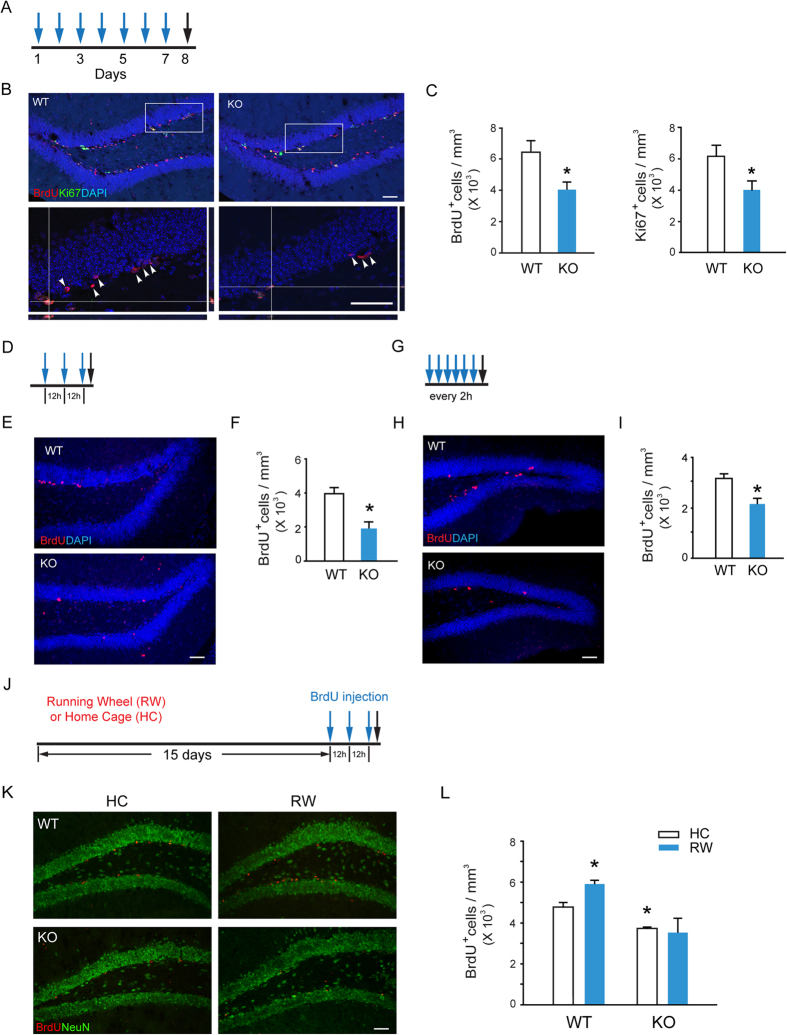
Decreased Proliferation of Neural Precursors in the SGZ of Adult β-arr1 KO mice. β-arr1 KO mice (KO) and wild type littermates (WT) of 2–3 month old were used. (**A**–**I**) Mice were injected intraperitoneally with 100 mg/kg BrdU (blue arrows) and sacrificed (black arrows) at time points indicated (**A**,**D**,**G**). Sample projected confocal images were shown (**B**,**E**,**H**) and stereological quantification (**C**,**F**,**I**) of BrdU-positive and Ki67-positive (**C**) cells in SGZ of these mice were performed. Arrowheads indicate the localization of BrdU^+^ cells. Orthogonal views are samples of BrdU^+^ Ki67^+^ cells. The cell number was normalized to the GCL (granular cell layer) volume (in mm^3^). Data represent mean ± s.e.m.; n = 3 or 4 mice for each genotype; *t*- test, *p < 0.05. Scale bar, 50 μm; (**J**–**L**) After running wheel training (RW) or housed in home cage (HC) for 15 days, mice were injected with BrdU for 3 times (blue arrows) with an 12 h interval and sacrificed (black arrow) 2 h after the last BrdU injection (**J**). Immunostaining (**K**) and stereological quantification (**L**) of BrdU^+^ cells in SGZ were performed. The cell number was normalized to the GCL volume (in mm^3^). Data represent mean ± s.e.m.; n = 3 mice/group; *p < 0.05 vs. WT/HC, two-way ANOVA, post hoc Tukey test; Scale bar, 50 μm.

**Figure 2:**
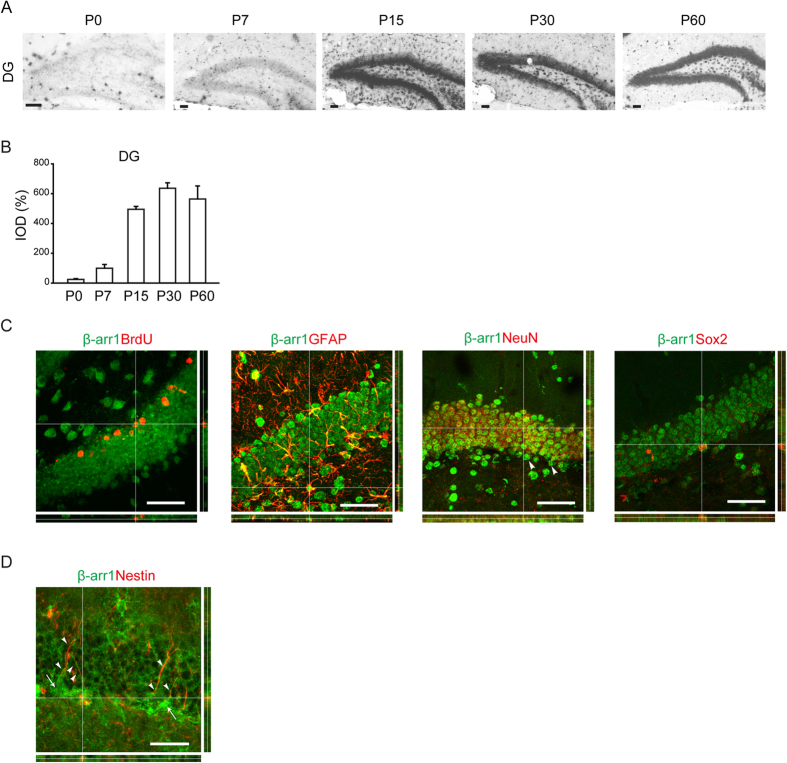
Expression of β-arr1 in Neural Precursors and Niche Cells of SGZ. (**A**,**B**) Representative images (**A**) and data of optical densities (OD) (**B**) of *in situ* hybridization using β-arr1 antisense probe on brain sections from P0, P7, P15, P30, or P60 WT mice. Scale bar, 50 μm. (**C**) *In situ* hybridization with β-arr1 antisense probe combined with immunostaining for BrdU, GFAP, NeuN, and Sox2 in the DG on brain sections of 3-month-old WT mice. Orthogonal views are shown to confirm colocalization. Arrowheads indicate β-arr1^+^ NeuN^−^ cells. (**D**) Co-immunostaining for β-arr1 and Nestin. Orthogonal views are shown to confirm colocalization. Arrows indicate the cell bodies of Nestin^+^ RGLs and arrowheads indicate their branches. Scale bar, 50 μm.

**Figure 3:**
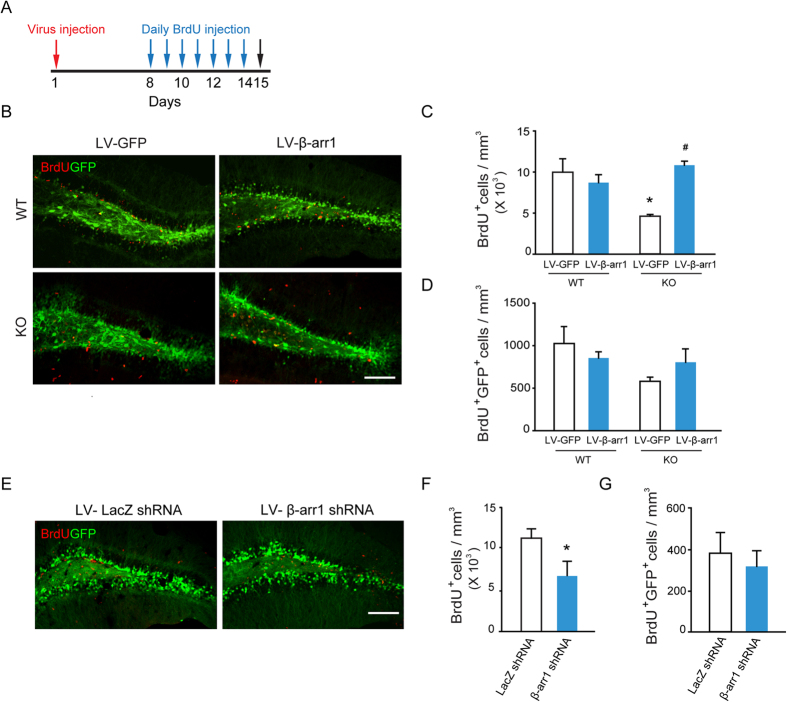
β-arr1 in the DG Regulates the Proliferation of Neural Precursors. One week after injection of lentivirus encoding GFP (LV-GFP), β-arr1 and GFP (LV-β-arr1), or GFP plus β-arr1 shRNA (LV-β-arr1 shRNA) or β-galactosidase shRNA (LV-LacZ shRNA) into the DG, mice were treated daily with BrdU (100 mg/kg i.p.) for 7 days and sacrificed 1 day after the last BrdU injection. (**A**) Schematic of experimental schedule. (**B**–**D**) Expression of LV-β-arr1 and LV-GFP. *p < 0.05 vs. WT/LV-GFP; #*p* < 0.05 vs. KO/LV-GFP, two-way ANOVA, post hoc Tukey test. (**E**–**G**) Expression of LV-β-arr1 shRNA and LV-LacZ shRNA. *p < 0.05, *t*-test, BrdU^+^ cell and BrdU^+^ GFP^+^ cell number in the SGZ are normalized to the GCL volume (in mm^3^). Values represent mean ± s.e.m.; n = 3–4 for each group; Scale bar, 100 μm.

**Figure 4:**
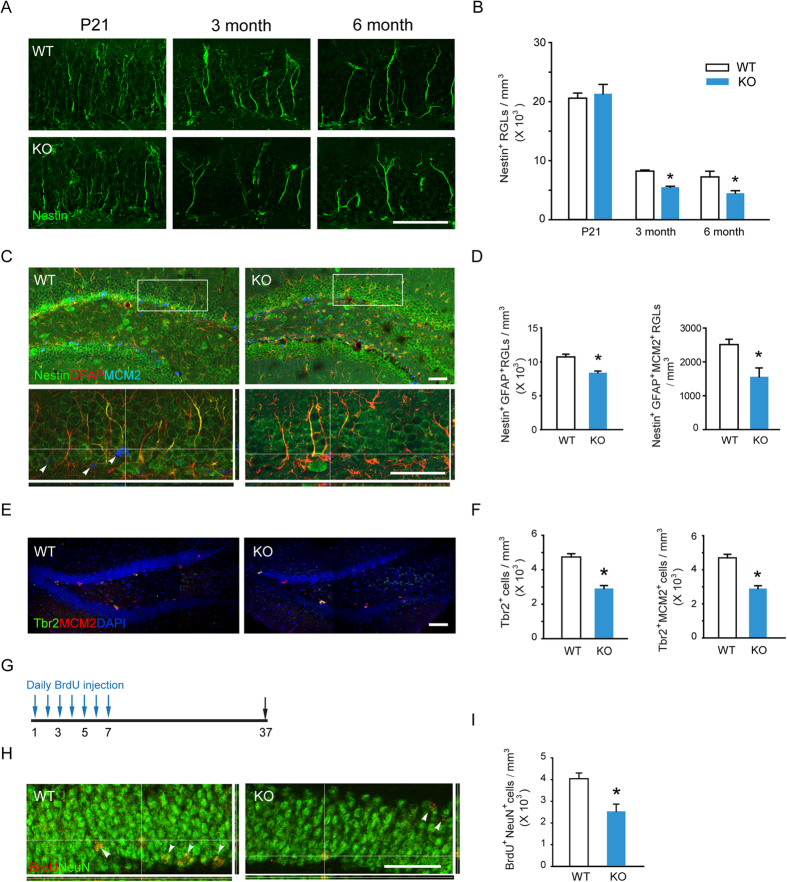
Ablation of β-arr1 Reduces NSC Activation and Neuronal Production in Adult DG. (**A**,**B**) Sample projected confocal images and stereological quantification of Nestin^+^ RGLs in DG of P21, 3 and 6 month-old mice. The number of RGLs was normalized to the GCL volume; two-way ANOVA, post hoc Tukey test. (**C**,**D**) Sample projected confocal images and stereological quantification of Nestin^+^ GFAP^+^ RGLs and Nestin^+^ GFAP^+^ MCM2^+^ RGLs in the DG of WT and KO mice. Orthogonal images ((**C**), bottom) are shown to confirm colocalization. (**E**,**F**) Confocal images and quantification of Tbr2^+^ IPCs and Tbr2^+^ MCM2^+^ IPCs in SGZ of WT and KO mice. (**G**) Schematic of experimental schedule. WT and β-arr1 KO mice were injected with BrdU (i.p., 100 mg/kg) for 7 days, and sacrificed 30 days after the last BrdU injection. (**H**,**I**) Sample projected confocal images and stereological quantification of BrdU^+^ NeuN^+^ cells in DG. High magnification orthogonal images show the colocalization of BrdU and NeuN. Data are mean ± s.e.m.; n = 5–6 per genotype; *p < 0.05 versus WT, *t*-test; Scale bar, 50 μm.

**Figure 5:**
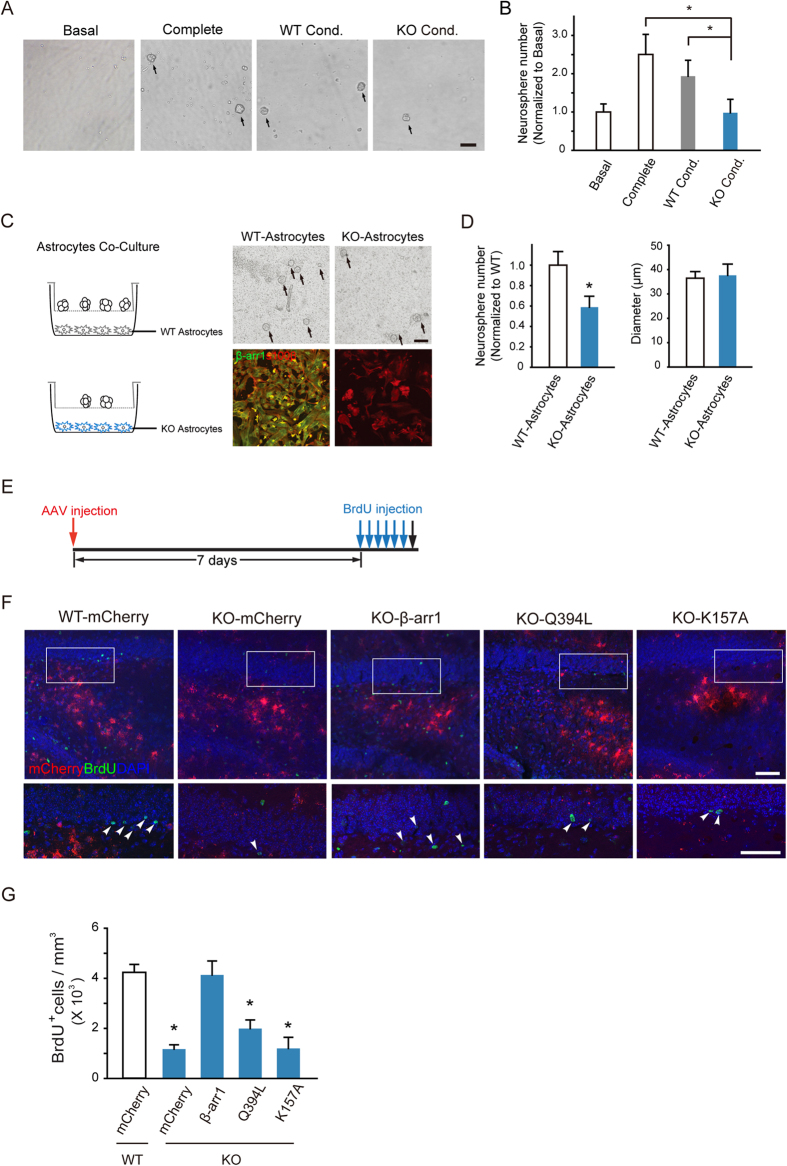
Nuclear β-arr1 Regulates the Proliferation of Adult Neural Precursors in DG. (**A**,**B**) Tissue-conditioned media derived from DG of β-arr1 KO mice sustained less WT neurospheres than the complete media and the tissue-conditioned media derived from DG of WT mice. Data are normalized to basal value, n = 3 independent experiments. One-way ANOVA; Scale bar, 100 μm. (**C**,**D**) WT neurospheres co-cultured with β-arr1 KO DG astrocytes (KO-Astrocytes) were less than those co-cultured with WT (WT-Astrocytes). Data are normalized to WT, all error bars show s.e.m. of triplicated cultures (3–4 samples per group), *t*-test; Scale bar, 100 μm. (**E**–**G**) The schematic of experimental schedule (**E**), sample projected confocal images (**F**), and stereological quantification (**G**) of BrdU^+^ proliferating cells (arrowheads) in the SGZ of WT mice injected with AAV-hGFAP-mCherry (WT-mCherry) or β-arr1 KO mice injected with AAV-hGFAP-mCherry (KO-mCherry), AAV-hGFAP-β-arr1-mCherry (KO-β-arr1), AAV-hGFAP-β-arr1Q394L-mCherry (KO-Q394L) or AAV-hGFAP-β-arr1K157A-mCherry (KO-K157A). n = 3–6 for each group; Data represent mean ± s.e.m.; *p < 0.05 *vs.* WT-mCherry; one-way ANOVA, post hoc Tukey test; Scale bar, 50 μm.

**Figure 6:**
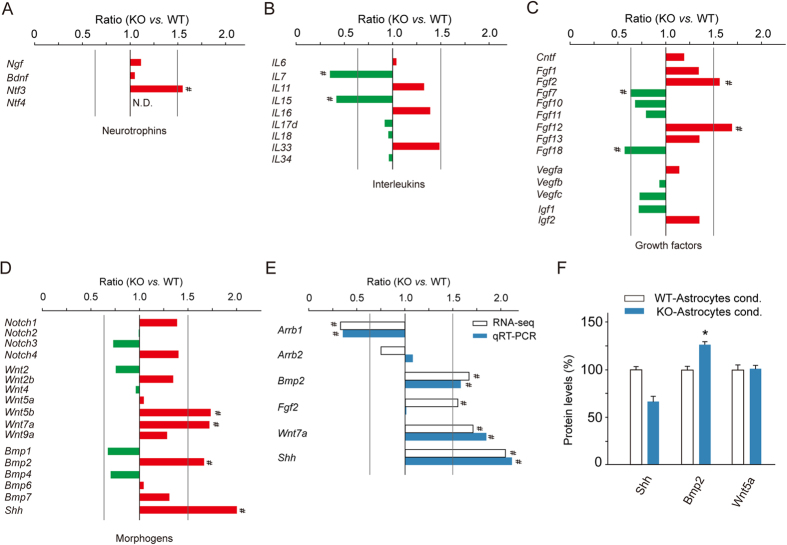
RNA-Sequencing Transcriptome Shows Abnormal Gene Profiles in β-arr1 KO Niche Astrocytes. (**A**–**D**) Changes of mRNA levels of different genes in WT and KO niche astrocytes determined by RNA-seq; (**E**) Comparison of mRNA levels of neural factors in WT and KO niche astrocytes determined by RNA-seq and qRT-PCR; Samples were collected from three mice in each group; # indicates ratio of β-arr1 KO *vs.* WT >3/2 or <2/3. (**F**) Protein levels of SHH, BMP2, and WNT5a in KO and WT astrocyte-conditioned media determined by ELISA. n = 3 independent experiments. Data were normalized to WT and represented mean ± s.e.m.; *p < 0.05 vs. WT; *t*-test.

# Supplementary material for: Astroglial β-Arrestin1-mediated Nuclear Signaling Regulates the Expansion of Neural Precursor Cells in Adult Hippocampus
**Source:** Sci Rep. 2015 Oct 26;5:15506. doi: 10.1038/srep15506

# **Astroglial $\beta$ -Arrestin1-mediated Nuclear Signaling Regulates the Expansion of Neural Precursor Cells in Adult Hippocampus**

Yezheng Tao\*, Li Ma\*, Zhaohui Liao, Qiumin Le, Jialing Yu, Xing Liu, Haohong Li, Yuejun Chen, Ping Zheng, Zhengang Yang, Lan Ma<sup>#</sup>

\*These authors contributed equally.

## **Supplemental Methods**

### **Antibodies for Immunofluorescence staining**

These antibodies were used: rat anti-BrdU (Accurate, OBT0030G, 1:500); rabbit anti-Ki67 (Leica, NCL-Ki-67p, 1:200); mouse anti-GFAP (Millipore, MAB360, 1:500); rabbit anti-GFAP (DAKO, Z033429, 1:1000); mouse anti-NeuN (Millipore, MAB377, 1:200); chicken anti-Nestin (Ave Lab, NES, 1:500); mouse anti-Nestin (Millipore, MAB353, 1:500); mouse anti-MCM2 (Millipore, MAB1568, 1:500); rabbit anti-Tbr2 (Abcam, ab23345, 1:200), mouse anti-s100 $\beta$  (Sigma, S2532, 1:200); rabbit anti- $\beta$ -arr1 (Abcam, ab31868, 1:200); 4',6-diamidino-2-phenylindole (DAPI) was purchased from Sigma-Aldrich (D9564); The fluorescent secondary antibodies were used at 1:500 dilutions (donkey from Jackson ImmunoResearch).

### **Western Blot**

Western Blot was done as previously described<sup>1, 2</sup>. Neurospheres protein extracts were obtained by lysing in 100  $\mu$ l SDS sample buffer (0.3 mmol/L Tris-HCl, pH 6.8, 30% glycerol, 10% SDS, 6%  $\beta$ -mercaptoethanol, and 0.012% bromophenol blue). Cell extracts were resolved on 10% SDS polyacrylamide gels and transferred onto nitrocellulose membranes. Antibodies against  $\beta$ -arr1 (Abcam, ab31868, 1:1000) and  $\beta$ -actin (Cell Signaling Technology, 4967, 1:1000) were used. The membranes were washed in Tris-buffered saline with Tween-20 (TBST) and incubated with primary antibodies overnight followed by IRDye® 700DX or 800DX conjugated anti-rabbit IgG (Rockland Immunochemicals, Gilbertsville, PA,

1:50000) for 1 h. The membranes were then scanned in the appropriate channels (Odyssey, LI-COR Biosciences).

### **Immunohistochemistry with DAB**

Immunohistochemistry with DAB was performed as our previous report<sup>1</sup>. Sampling procedure was same as immunofluorescence staining (shown in Methods). The floating brain sections were incubated in primary antibody against  $\beta$ -arr1 (Abcam, ab31868, 1:200) at 4 °C overnight after antigen retrieval. The next day, after rinsed in PBS for three times, sections were incubated for 2 h with the biotinylated anti-rabbit IgG (1: 200) and then incubated at room temperature for 40 min in avidin-biotin-complex solution (ABC Solution; Vector Laboratories) in PBS. The peroxidase reaction was visualized in 0.01 M PBS containing 0.025% diaminobenzidine tetrahydrochloride (DAB) and 0.03% H<sub>2</sub>O<sub>2</sub>. The images were captured by an image analysis system (Spot Advanced 4.1.2, Diagnostic Instruments) on Olympus BX41 microscope.

## Legends for Supplemental Figures

**S1. Number of proliferating cells was not decreased in SGZ of  $\beta$ -arr2 KO mice and SVZ of  $\beta$ -arr1 KO mice.** (A-C) 2-3 month-old  $\beta$ -arr2 KO mice and wild type littermates (WT) were injected daily with BrdU for 7 days and sacrificed 1 day after the last BrdU injection. Immunostaining and stereological quantification of BrdU-positive and Ki67-positive cells in SGZ were performed. Data are normalized to the GCL volume; *t*-test,  $*p < 0.05$  vs WT. (D-E) 2-3 month-old  $\beta$ -arr1 heterozygous (HET) mice were injected daily with BrdU for 7 days and sacrificed 1 day after the last BrdU injection [ $F_{\text{group}}(2, 11) = 4.442$ ,  $p = 0.046$ ]. Data are normalized to the GCL volume.  $*p < 0.05$  vs. WT, One-way ANOVA, Tukey's post-hoc test. (F-H) Sample projected confocal images and stereological quantification of BrdU and Ki67 positive cells in adult SVZ (in cubic millimeters). LV: lateral ventricle. Data represent mean  $\pm$  s.e.m.;  $n = 3-4$  /genotype. Scale bar, 50  $\mu\text{m}$ .

**S2. Specificity of riboprobe and antibody used for detection of  $\beta$ -arr1 and efficiency of  $\beta$ -arr1 shRNA.** (A) *In situ* hybridization using  $\beta$ -arr1 antisense probe obtained much stronger staining than the sense probe in DG, CA1, and CA3 of wild-type mice. (B) *In situ* hybridization using  $\beta$ -arr1 antisense probe detected the expression of  $\beta$ -arr1 in WT but not in  $\beta$ -arr1 KO hippocampus. Scale bar, 50  $\mu\text{m}$ ; (C)  $\beta$ -arr1 was expressed in neurospheres detected by Western Blot. (D)  $\beta$ -arr1 was detected in WT but not KO DG using  $\beta$ -arr1 antibody. Arrows indicate  $\beta$ -arr1<sup>+</sup> RGL like cells. (E) Knock down efficacy of  $\beta$ -arr1 shRNA in N2A cells.

**S3. Number of proliferating radial glia cells was decreased in  $\beta$ -arr1 KO mice.** Sample projected confocal images (A) and stereological quantification (B) of Nestin<sup>+</sup> BrdU<sup>+</sup> cells in SGZ. The number was normalized to WT. Data represent mean  $\pm$  s.e.m.;  $n = 3$ /genotype;  $*p < 0.05$  vs. WT, *t*-test; Scale bar, 50  $\mu\text{m}$ .

**S4.  $\beta$ -arr1 KO NSCs from adult, but not neonates hippocampus, display an increase in**

**primary neurospheres formation.** (A-C) Representative images (A), the diameters (B), and the numbers (C) of primary hippocampal neurospheres derived from 2-month-old  $\beta$ -arr1 KO mice and WT littermates at different input cell density. (D) The number of primary neurospheres from hippocampi of P1 mice and DG of 2-month- and 1-year-old mice after cultured for 7days. Data represent mean  $\pm$  s.e.m. from two independent experiments with three littermates for each genotype; Two-way ANOVA and *t*-test; \**p*< 0.05. Scale bar, 100 $\mu$ m.

**S5. The effect of heat-denaturation of tissue conditioned media on neurosphere formation.** WT neurospheres were cultured in basal, complete (with bFGF and EGF), conditioned (Cond), or heat-denatured conditioned (Heat) media derived from hippocampi (Hip) or cortex (Ctx) of WT or  $\beta$ -arr1 KO mice. Data represent mean  $\pm$  s.e.m. from three independent experiments and normalized to basal media; \**p*< 0.05 vs. Basal; #*p*<0.05 vs. WT-Hip cond.; Two-way ANOVA.

**S6. Expression of  $\beta$ -arr1 in infected astrocytes and the phenotypes of infected cells.** (A) Shown are the orthogonal images to confirm the expression of  $\beta$ -arr1 in mCherry<sup>+</sup>s100 $\beta$ <sup>+</sup> cells in KO- $\beta$ -arr1 group. (B) Orthogonal view and arrowheads indicate the colocalization of mCherry and s100 $\beta$  (upper panel). Orthogonal view and arrowheads indicate mCherry<sup>+</sup>Nestin<sup>+</sup> cells with the star-like shape in molecular layer. Arrows show mCherry<sup>+</sup>Nestin<sup>-</sup> cells (lower panel).

**S7. 

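The gene for the related arrestin β-arr2, Arrb2 (NCBI gene 216869), was at 31.6 FPKM in the WT library and 23.3 FPKM in the β-arr1 KO library, a ratio of 0.737 (95% interval, 0.643 to 0.845). Aldh1l1 (NCBI gene 107747), an astrocyte marker, was at 9.75 and 13.6 FPKM, a ratio of 1.39 (interval, 1.22 to 1.60). S100b (NCBI gene 20203), another astrocyte marker, rose from 29.3 to 51.7 FPKM, and its ratio of 1.77 was above 3/2 (interval, 1.55 to 2.02). In the WT table the S100b row overlapped a row of Dip2a at 9.52 FPKM, and in the KO table the 2 rows did not overlap. With overlapping loci summed, an alternative chosen after seeing the data, the ratio at this locus was 1.61.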

Schematic diagram of a possible mechanism by which  $\beta$ -arr1 regulates adult hippocampal neurogenesis.** (A) Changes of mRNA levels of  $\beta$ -arrs, astrocyte markers, and  $\beta$ -actin in WT and  $\beta$ -arr1 KO niche astrocytes detected by RNA-seq. # indicates ratio of  $\beta$ -arr1 KO vs. WT>3/2 or <2/3. (B)  $\beta$ -arr1 associates with PPAR $\gamma$  in the nucleus of niche astrocytes and down regulates the expression of *Bmp2* and likely other factors required for the expansion of neural precursor cells, promoting neurogenesis in DG. In the absence of  $\beta$ -arr1, PPAR $\gamma$  is free to bind to *Bmp2* promoter and is able to activate the expression of *Bmp2*, which attenuates hippocampal neurogenesis in adult animal.

**Table S1. Primers for qRT-PCR**

| <b>Gene</b>  | <b>5'Primer</b>       | <b>3'Primer</b>          |
|--------------|-----------------------|--------------------------|
| <i>Arrb1</i> | CCTGGATGTCTTGGGTCTG   | TGATGGGTTCTCCGTGGTA      |
| <i>Arrb2</i> | CAGCCAGGACCAGAGGACA   | TGATAAGCCGCACAGAGTT      |
| <i>Bmp2</i>  | GGGACCCGCTGTCTTCTAGT  | TCAACTCAAATTCGCTGAGGAC   |
| <i>Fgf2</i>  | GCGACCCACACGTCAAACCTA | TCCCTTGATAGACACAACCTCCTC |
| <i>Wnt7a</i> | GCCCACCTTTCTGAAGATCA  | GGGCGTACTGGTGTGTGTTGT    |
| <i>Shh</i>   | AAAGCTGACCCCTTTAGCCTA | TTCGGAGTTTCTTGTGATCTTCC  |

**Table S2. Overview of RNA-seq Quality and Depth**

| <b>Catalog</b>            | <b>WT</b> | <b>β-arr1 KO</b> |
|---------------------------|-----------|------------------|
| #Reads (Million)          | 20.4      | 21               |
| Yield (Mbases)            | 2040.5    | 2098.7           |
| ≥ Q30 Bases (PF, %)       | 89.6      | 90.4             |
| Aligned Bases (Mbases)    | 1843      | 1897.3           |
| PCT Aligned_Bases         | 0.903     | 0.904            |
| Coding_Bases (Mbases)     | 1010.1    | 1038             |
| UTR Bases (Mbases)        | 507.3     | 520.5            |
| Intronic Bases (Mbases)   | 141.9     | 147.8            |
| Intergenic Bases (Mbases) | 183.7     | 191.1            |
| PCT_Coding Bases          | 0.548     | 0.547            |
| PCT UTR Bases             | 0.275     | 0.274            |
| PCT Intronic Bases        | 0.077     | 0.078            |
| PCT Intergenic Bases      | 0.1       | 0.101            |
| PCT mRNA Bases            | 0.823     | 0.821            |
| Median_5' - 3' Bias       | 1.552     | 1.449            |

**Table S3. Overview of the Result of RNA-seq**

| Genes  | Total | $\beta$ -arr1 KO vs. WT DG Astrocytes |              |                |
|--------|-------|---------------------------------------|--------------|----------------|
|        |       | Changed                               | Up-regulated | Down-regulated |
| Number | 12761 | 1286                                  | 703          | 583            |
| %      | 100   | 10.1                                  | 5.5          | 4.6            |

GEO link:

<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=khgjuwwgdxgzbgx&acc=GSE66471>

**Table S4. Transcription Factor Regulation Predicted by ChEA Analysis of Genes  
Altered by  $\beta$ -arr1 Ablation ( $\beta$ -arr1 KO vs. WT DG Astrocytes)**

| Transcription Factor Prediction Derived<br>from Up-regulated Genes |          |             | Transcription Factor Prediction Derived<br>from Down-regulated Genes |         |             |
|--------------------------------------------------------------------|----------|-------------|----------------------------------------------------------------------|---------|-------------|
| Term                                                               | Overlap  | P-value     | Term                                                                 | Overlap | P-value     |
| AR-19668381 (human)                                                | 92/3516  | 9.97E-15    | AR-19668381 (human)                                                  | 59/3516 | 8.79585E-05 |
| AR-20517297 (human)                                                | 38/2047  | 0.001669141 | AR-20517297 (human)                                                  | 39/2047 | 0.000139999 |
| BMI1-19503595 (mouse)                                              | 15/661   | 0.008525756 | BMI1-19503595 (mouse)                                                | 12/661  | 0.039947841 |
| CDX2-19796622 (mouse)                                              | 10/334   | 0.005112808 | CEBPB-20176806 (mouse)                                               | 28/1588 | 0.00366122  |
| CLOCK-20551151 (human)                                             | 9/407    | 0.041970043 | CNOT3-19339689 (mouse)                                               | 31/1542 | 0.000286764 |
| CRX-20693478 (mouse)                                               | 13/668   | 0.039857085 | DNAJC2-21179169 (human)                                              | 24/899  | 2.38614E-05 |
| CTCF-18555785 (mouse)                                              | 40/1568  | 1.54E-06    | EED-16625203 (mouse)                                                 | 31/829  | 1.04579E-09 |
| CTNNB1-20460455 (human)                                            | 24/988   | 4.04E-04    | EGR1-19032775 (human)                                                | 8/276   | 0.008210745 |
| CUX1-19635798 (human)                                              | 55/3040  | 2.82E-04    | EGR1-20690147 (human)                                                | 84/6196 | 0.002593573 |
| DNAJC2-21179169 (human)                                            | 19/899   | 0.006826367 | EOMES-21245162 (human)                                               | 17/931  | 0.015716309 |
| E2F1-17053090 (human)                                              | 33/1725  | 0.002115022 | EP300-20729851 (mouse)                                               | 43/2082 | 9.7334E-06  |
| EED-16625203 (mouse)                                               | 46/829   | 2.01E-18    | EP300-21415370 (mouse)                                               | 20/1013 | 0.004119498 |
| EGR1-20690147 (human)                                              | 130/6196 | 9.60E-14    | ERG-21242973 (human)                                                 | 7/321   | 0.048154201 |
| EOMES-20176728 (mouse)                                             | 32/1741  | 0.004418207 | ESR1-17901129 (mouse)                                                | 12/443  | 0.002318966 |
| EOMES-21245162 (human)                                             | 22/931   | 9.88E-04    | ESR1-21235772 (human)                                                | 9/228   | 0.000691515 |
| EP300-20729851 (mouse)                                             | 44/2082  | 4.54E-05    | EWS-ERG-20517297 (human)                                             | 17/1038 | 0.038156508 |
| EP300-21415370 (mouse)                                             | 22/1013  | 0.002741139 | EWS-FLI1-20517297 (human)                                            | 15/574  | 0.000986446 |
| ERG-21242973 (human)                                               | 11/321   | 0.001234582 | EZH2-18974828 (mouse)                                                | 41/1298 | 2.58996E-10 |
| ESR1-20079471 (human)                                              | 7/216    | 0.012131859 | FOXA2-19822575 (human)                                               | 40/2966 | 0.039793187 |
| ESR1-21235772 (human)                                              | 6/228    | 0.045612482 | GATA1-21571218 (human)                                               | 36/2600 | 0.036256797 |
| ESR2-21235772 (human)                                              | 12/424   | 0.003518481 | GATA2-20887958 (mouse)                                               | 39/1708 | 2.76507E-06 |
| ESRRB-18555785 (mouse)                                             | 27/1433  | 0.006345166 | GATA3-20176728 (mouse)                                               | 15/834  | 0.025160178 |
| EWS-ERG-20517297 (human)                                           | 20/1038  | 0.014116249 | GLI1-17442700 (mouse)                                                | 3/73    | 0.040924383 |
| EZH2-18974828 (mouse)                                              | 63/1298  | 3.78E-22    | HNF4A-19822575 (human)                                               | 85/6079 | 0.000982394 |
| FOXA2-19822575 (human)                                             | 57/2966  | 4.48E-05    | HTT-18923047 (human)                                                 | 12/566  | 0.014413125 |
| FOXP2-21765815 (mouse)                                             | 25/1164  | 0.001676942 | IRF8-21731497 (mouse)                                                | 8/319   | 0.017878555 |
| GATA1-19941827 (mouse)                                             | 33/1834  | 0.005266905 | JARID2-20064375 (mouse)                                              | 35/1117 | 7.08166E-09 |
| GATA1-21571218 (human)                                             | 39/2600  | 0.037255596 | JARID2-20075857 (mouse)                                              | 45/1258 | 5.63942E-13 |
| GATA2-19941826 (human)                                             | 36/2401  | 0.044514062 | JUN-21703547 (human)                                                 | 26/1580 | 0.011526375 |
| GATA2-20887958 (mouse)                                             | 27/1708  | 0.045384345 | KLF1-20508144 (mouse)                                                | 26/1144 | 0.000145598 |
| GATA3-20176728 (mouse)                                             | 20/834   | 0.001398694 | KLF4-18358816 (mouse)                                                | 33/1696 | 0.000323512 |
| GLI1-17442700 (mouse)                                              | 4/73     | 0.010388689 | KLF4-19030024 (mouse)                                                | 38/1502 | 3.43859E-07 |
| HNF4A-19822575 (human)                                             | 106/6079 | 9.76E-07    | LMO2-20887958 (mouse)                                                | 44/1741 | 3.84191E-08 |

|                                      |          |             |                                      |         |             |
|--------------------------------------|----------|-------------|--------------------------------------|---------|-------------|
| <b>IKZF1-21737484</b><br>(human)     | 5/155    | 0.03238995  | <b>LYL1-20887958</b> (mouse)         | 20/752  | 0.000119544 |
| <b>JARID2-20064375</b><br>(mouse)    | 65/1117  | 6.19E-27    | <b>MEIS1-20887958</b><br>(mouse)     | 27/1452 | 0.002119956 |
| <b>JARID2-20075857</b><br>(mouse)    | 66/1258  | 5.80E-25    | <b>MTF2-20144788</b> (mouse)         | 74/2979 | 7.1727E-13  |
| <b>JUN-21703547</b> (human)          | 32/1580  | 0.001021991 | <b>MYC-18940864</b> (human)          | 15/746  | 0.010427155 |
| <b>KLF1-20508144</b> (mouse)         | 21/1144  | 0.01942168  | <b>MYC-19915707</b> (human)          | 53/2974 | 4.70992E-05 |
| <b>KLF4-18358816</b> (mouse)         | 28/1696  | 0.026595951 | <b>NACC1-18358816</b><br>(mouse)     | 16/769  | 0.006138099 |
| <b>KLF4-19030024</b> (mouse)         | 40/1502  | 5.44E-07    | <b>NANOG-16153702</b><br>(human)     | 33/1685 | 0.000288969 |
| <b>LMO2-20887958</b> (mouse)         | 32/1741  | 0.004418207 | <b>NANOG-16518401</b><br>(mouse)     | 56/3481 | 0.000390341 |
| <b>MITF-21258399</b> (human)         | 97/5574  | 3.73E-06    | <b>NANOG-18347094</b><br>(mouse)     | 39/1905 | 3.14968E-05 |
| <b>MTF2-20144788</b> (mouse)         | 132/2979 | 3.12E-44    | <b>NANOG-18358816</b><br>(mouse)     | 23/1231 | 0.004190781 |
| <b>MYC-19915707</b> (human)          | 45/2974  | 0.023163813 | <b>NANOG-18692474</b><br>(mouse)     | 60/3050 | 6.42495E-07 |
| <b>MYC-20876797</b> (human)          | 37/1406  | 1.95E-06    | <b>NANOG-18700969</b><br>(mouse)     | 12/344  | 0.000280332 |
| <b>MYCN-19997598</b><br>(human)      | 7/234    | 0.017842975 | <b>NFE2L2-20460467</b><br>(mouse)    | 17/1055 | 0.04319882  |
| <b>NANOG-16518401</b><br>(mouse)     | 54/3481  | 0.008473007 | <b>NR0B1-18358816</b><br>(mouse)     | 33/1689 | 0.000301129 |
| <b>NANOG-18347094</b><br>(mouse)     | 44/1905  | 5.55E-06    | <b>NR1I2-20693526</b> (mouse)        | 16/939  | 0.032321421 |
| <b>NANOG-18358816</b><br>(mouse)     | 22/1231  | 0.022101221 | <b>NRF2-20460467</b> (mouse)         | 17/1055 | 0.04319882  |
| <b>NANOG-18692474</b><br>(mouse)     | 64/3050  | 8.49E-07    | <b>PAX3-FKHR-20663909</b><br>(human) | 28/1063 | 6.32608E-06 |
| <b>NFE2L2-20460467</b><br>(mouse)    | 19/1055  | 0.029923713 | <b>PHC1-16625203</b> (mouse)         | 31/922  | 1.15148E-08 |
| <b>NR0B1-18358816</b> (mouse)        | 27/1689  | 0.040591266 | <b>POU3F2-20337985</b><br>(human)    | 35/1697 | 7.10464E-05 |
| <b>NRF2-20460467</b> (mouse)         | 19/1055  | 0.029923713 | <b>POU5F1-16153702</b><br>(human)    | 17/622  | 0.000282525 |
| <b>PAX3-FKHR-20663909</b><br>(human) | 37/1063  | 2.23E-09    | <b>POU5F1-18347094</b><br>(mouse)    | 43/2107 | 1.29138E-05 |
| <b>PHC1-16625203</b> (mouse)         | 40/922   | 7.95E-13    | <b>POU5F1-18358816</b><br>(mouse)    | 17/753  | 0.002160102 |
| <b>POU3F2-20337985</b><br>(human)    | 42/1697  | 1.76E-06    | <b>POU5F1-18692474</b><br>(mouse)    | 78/4228 | 1.22342E-07 |
| <b>POU5F1-16153702</b><br>(human)    | 16/622   | 0.002093531 | <b>POU5F1-18700969</b><br>(mouse)    | 14/566  | 0.002351943 |
| <b>POU5F1-16518401</b><br>(mouse)    | 29/1539  | 0.004749607 | <b>PPARD-21283829</b><br>(human)     | 59/3446 | 5.07778E-05 |
| <b>POU5F1-18347094</b><br>(mouse)    | 45/2107  | 2.89E-05    | <b>PPARG-20176806</b><br>(mouse)     | 20/837  | 0.00046012  |
| <b>POU5F1-18692474</b><br>(mouse)    | 73/4228  | 1.05E-04    | <b>PPARG-20887899</b><br>(mouse)     | 57/3562 | 0.000391699 |
| <b>PPARD-21283829</b><br>(human)     | 65/3446  | 2.12E-05    | <b>PRDM14-21183938</b><br>(mouse)    | 43/1943 | 1.79866E-06 |
| <b>PPARG-20176806</b><br>(mouse)     | 16/837   | 0.028046641 | <b>RAD21-21589869</b><br>(mouse)     | 47/2034 | 1.69213E-07 |
| <b>PPARG-20887899</b><br>(mouse)     | 57/3562  | 0.003648347 | <b>RARG-19884340</b> (mouse)         | 18/380  | 1.40367E-07 |
| <b>PRDM14-21183938</b><br>(mouse)    | 46/1943  | 1.76E-06    | <b>RCOR3-21632747</b><br>(mouse)     | 50/2851 | 0.000116647 |
| <b>RAD21-21589869</b><br>(mouse)     | 52/2034  | 3.31E-08    | <b>REST-18959480</b> (mouse)         | 40/2866 | 0.02523314  |
| <b>RCOR1-19997604</b><br>(mouse)     | 42/2376  | 0.002348902 | <b>REST-21632747</b> (mouse)         | 42/2339 | 0.000266156 |
| <b>RCOR3-21632747</b><br>(mouse)     | 68/2851  | 2.88E-09    | <b>RNF2-16625203</b> (mouse)         | 48/1216 | 2.54134E-15 |
| <b>REST-18959480</b> (mouse)         | 69/2866  | 1.47E-09    | <b>RNF2-18974828</b> (mouse)         | 41/1298 | 2.58996E-10 |

|                                   |          |             |                                   |          |             |
|-----------------------------------|----------|-------------|-----------------------------------|----------|-------------|
| <b>REST-19997604 (mouse)</b>      | 34/2118  | 0.02220041  | <b>RUNX1-17652178 (human)</b>     | 18/1002  | 0.015251868 |
| <b>REST-21632747 (mouse)</b>      | 79/2339  | 1.72E-18    | <b>RUNX1-20887958 (mouse)</b>     | 25/1120  | 0.000254168 |
| <b>RNF2-16625203 (mouse)</b>      | 58/1216  | 4.53E-20    | <b>SALL4-18804426_ESC (mouse)</b> | 21/1065  | 0.003371447 |
| <b>RNF2-18974828 (mouse)</b>      | 63/1298  | 3.78E-22    | <b>SCL-21571218 (human)</b>       | 29/1783  | 0.009105407 |
| <b>RUNX1-17652178 (human)</b>     | 22/1002  | 0.002411135 | <b>SETDB1-19884257 (mouse)</b>    | 53/2353  | 5.54684E-08 |
| <b>SALL4-18804426_ESC (mouse)</b> | 20/1065  | 0.017997901 | <b>SIN3A-21632747 (mouse)</b>     | 19/1186  | 0.035576627 |
| <b>SCL-21571218 (human)</b>       | 29/1783  | 0.028710548 | <b>SIN3B-21632747 (mouse)</b>     | 57/4302  | 0.021003191 |
| <b>SETDB1-19884255 (mouse)</b>    | 38/2019  | 0.001315722 | <b>SMAD1-18555785 (mouse)</b>     | 12/610   | 0.023917966 |
| <b>SETDB1-19884257 (mouse)</b>    | 42/2353  | 0.001972986 | <b>SMAD-19615063 (human)</b>      | 4/124    | 0.04010769  |
| <b>SIN3B-21632747 (mouse)</b>     | 85/4302  | 1.16E-07    | <b>SMAD2-18955504 (human)</b>     | 31/1933  | 0.008589601 |
| <b>SMAD1-18555785 (mouse)</b>     | 16/610   | 0.001732068 | <b>SMAD3-18955504 (human)</b>     | 31/1933  | 0.008589601 |
| <b>SMAD3-21741376 (human)</b>     | 32/1458  | 2.72E-04    | <b>SMAD3-21741376 (human)</b>     | 22/1458  | 0.043313427 |
| <b>SMAD4-21741376 (human)</b>     | 64/2733  | 1.81E-08    | <b>SMAD4-21741376 (human)</b>     | 40/2733  | 0.012781268 |
| <b>SOX17-20123909 (mouse)</b>     | 32/1946  | 0.019471536 | <b>SOX2-16153702 (human)</b>      | 27/1278  | 0.000337748 |
| <b>SOX2-18358816 (mouse)</b>      | 20/785   | 6.88E-04    | <b>SOX2-18358816 (mouse)</b>      | 16/785   | 0.007377331 |
| <b>SOX2-18555785 (mouse)</b>      | 15/497   | 6.25E-04    | <b>SOX2-18692474 (mouse)</b>      | 71/3316  | 1.54968E-09 |
| <b>SOX2-18692474 (mouse)</b>      | 59/3316  | 2.54E-04    | <b>SOX2-20726797 (human)</b>      | 52/2561  | 1.65688E-06 |
| <b>SOX2-19030024 (mouse)</b>      | 22/863   | 3.74E-04    | <b>SOX2-21211035 (human)</b>      | 54/3413  | 0.000736721 |
| <b>SOX2-20726797 (human)</b>      | 39/2561  | 0.030656162 | <b>SPI1-20517297 (human)</b>      | 23/1248  | 0.00491493  |
| <b>SOX2-21211035 (human)</b>      | 98/3413  | 2.52E-18    | <b>STAT3-19079543 (mouse)</b>     | 21/948   | 0.000861265 |
| <b>SPI1-20517297 (human)</b>      | 21/1248  | 0.042757293 | <b>STAT4-19710469 (mouse)</b>     | 41/1933  | 8.67077E-06 |
| <b>STAT3-19079543 (mouse)</b>     | 22/948   | 0.001236267 | <b>SUZ12-16625203 (mouse)</b>     | 44/1266  | 2.64728E-12 |
| <b>SUZ12-16625203 (mouse)</b>     | 64/1266  | 2.18E-23    | <b>SUZ12-18555785 (mouse)</b>     | 36/1058  | 5.19214E-10 |
| <b>SUZ12-18555785 (mouse)</b>     | 56/1058  | 2.22E-21    | <b>SUZ12-18692474 (mouse)</b>     | 60/1905  | 1.10494E-14 |
| <b>SUZ12-18692474 (mouse)</b>     | 102/1905 | 5.97E-40    | <b>SUZ12-18974828 (mouse)</b>     | 63/1929  | 4.10846E-16 |
| <b>SUZ12-18974828 (mouse)</b>     | 90/1929  | 1.13E-30    | <b>SUZ12-20075857 (mouse)</b>     | 125/4353 | 3.37801E-28 |
| <b>SUZ12-20075857 (mouse)</b>     | 170/4353 | 4.54E-52    | <b>TAL1-20566737 (mouse)</b>      | 42/1875  | 1.78217E-06 |
| <b>TBX3-20139965 (mouse)</b>      | 25/1068  | 5.21E-04    | <b>TBX3-20139965 (mouse)</b>      | 17/1068  | 0.047365839 |
| <b>TCF3-18347094 (mouse)</b>      | 48/2217  | 1.08E-05    | <b>TCF3-18347094 (mouse)</b>      | 42/2217  | 8.63444E-05 |
| <b>TCF3-18467660 (mouse)</b>      | 29/1388  | 0.001107459 | <b>TCF3-18692474 (mouse)</b>      | 35/1351  | 6.08616E-07 |
| <b>TCF3-18692474 (mouse)</b>      | 29/1351  | 7.39E-04    | <b>TFAP2A-17053090 (human)</b>    | 36/1902  | 0.000288408 |
| <b>TCFCP2L1-18555785 (mouse)</b>  | 41/1987  | 1.38E-04    | <b>TP53-18474530 (human)</b>      | 23/826   | 1.87183E-05 |
| <b>TET1-21451524 (mouse)</b>      | 29/1839  | 0.04007754  | <b>TP53-20018659 (mouse)</b>      | 39/1122  | 5.11982E-11 |
| <b>TFAP2A-17053090 (human)</b>    | 35/1902  | 0.002904483 | <b>TP63-19390658 (human)</b>      | 5/179    | 0.038260634 |
| <b>TFAP2C-20629094 (human)</b>    | 24/1203  | 0.005076762 | <b>WT1-20215353 (mouse)</b>       | 32/1663  | 0.000480169 |
| <b>TP53-18474530 (human)</b>      | 21/826   | 5.23E-04    | <b>YAP1-20516196 (mouse)</b>      | 50/2326  | 5.44379E-07 |
| <b>TP53-20018659 (mouse)</b>      | 38/1122  | 2.74E-09    | <b>ZFP281-18358816 (mouse)</b>    | 11/578   | 0.036364412 |
| <b>WT1-19549856 (human)</b>       | 7/199    | 0.008076869 | <b>ZFP281-18757296 (mouse)</b>    | 34/2000  | 0.002510068 |
| <b>YAP1-20516196 (mouse)</b>      | 57/2326  | 2.77E-08    | <b>ZIC3-20872845 (mouse)</b>      | 8/365    | 0.03522598  |
| <b>ZFP281-18358816 (mouse)</b>    | 12/578   | 0.031515259 |                                   |          |             |
| <b>ZFP281-18757296 (mouse)</b>    | 37/2000  | 0.002031044 |                                   |          |             |
| <b>ZIC3-20872845 (mouse)</b>      | 11/365   | 0.003240347 |                                   |          |             |

\*Listed in alphabetical order

### **Supplemental References**

1. Liu X, Ma L, Li HH, Huang B, Li YX, Tao YZ. beta-Arrestin-biased signaling mediates memory reconsolidation. *Proc Natl Acad Sci U S A* **112**, 4483-4488 (2015).
2. Li H, Tao Y, Ma L, Liu X. beta-Arrestin-2 inhibits preference for alcohol in mice and suppresses Akt signaling in the dorsal striatum. *Neurosci Bull* **29**, 531-540 (2013).

S1

A

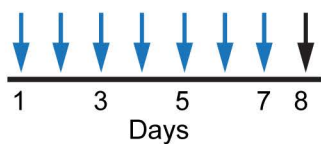

B

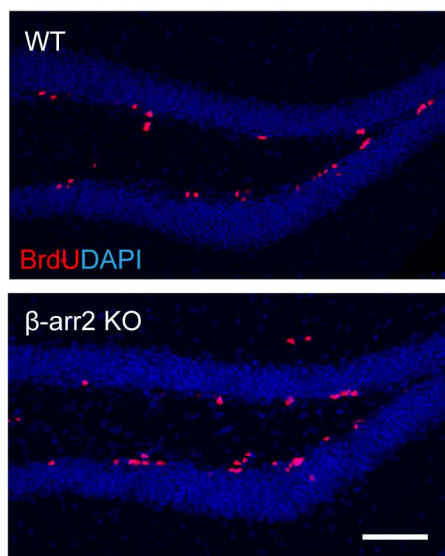

C

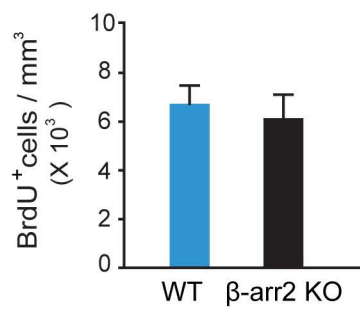

D

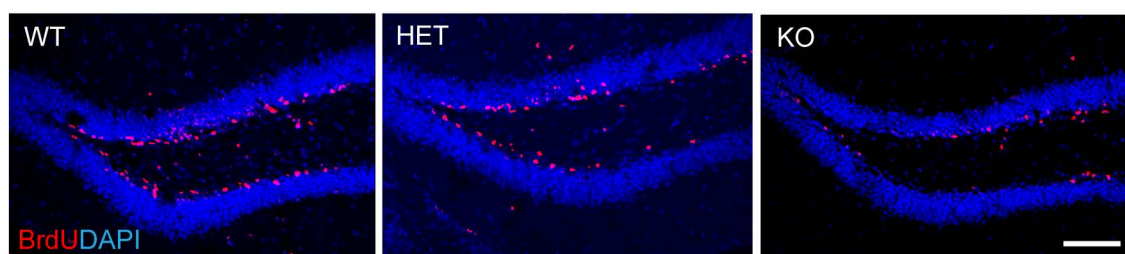

E

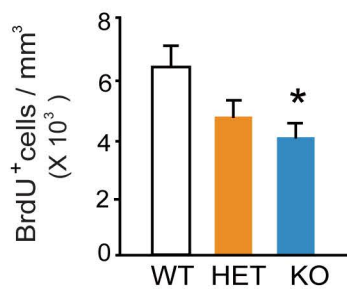

F

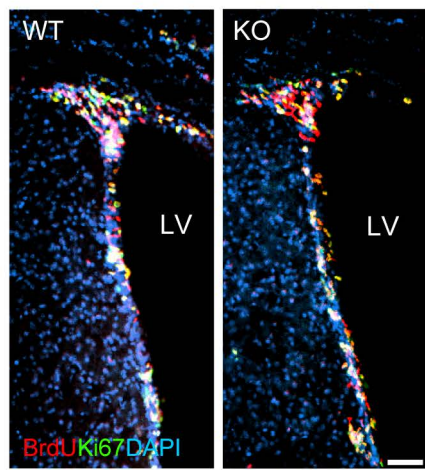

G

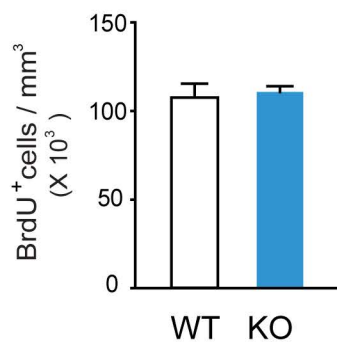

H

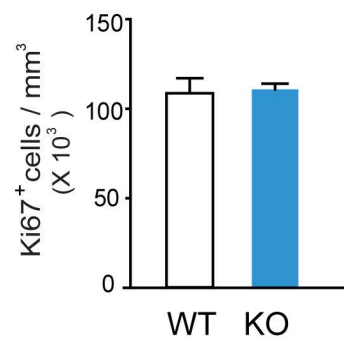

A

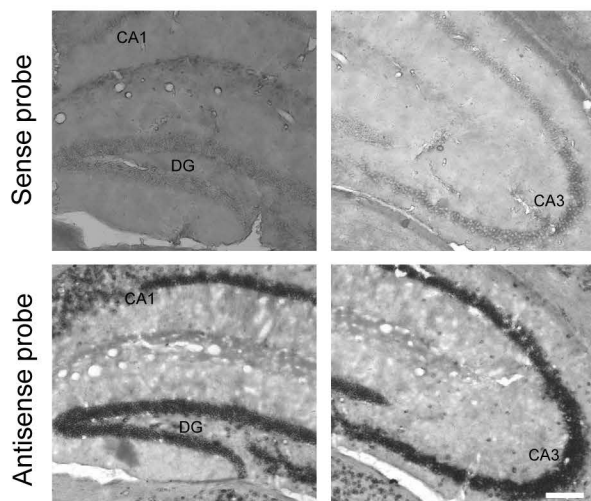

B

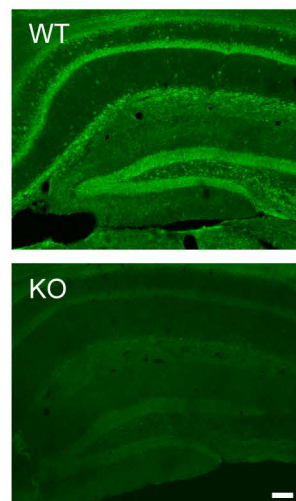

C

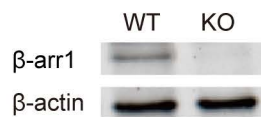

D

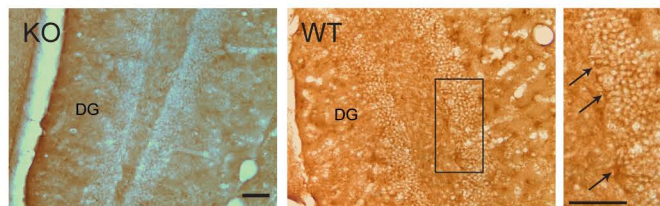

E

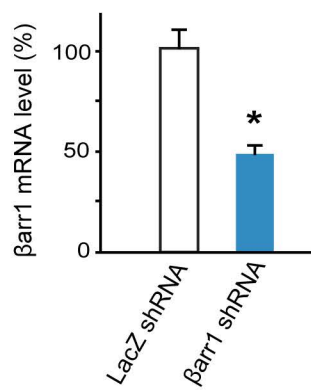

A

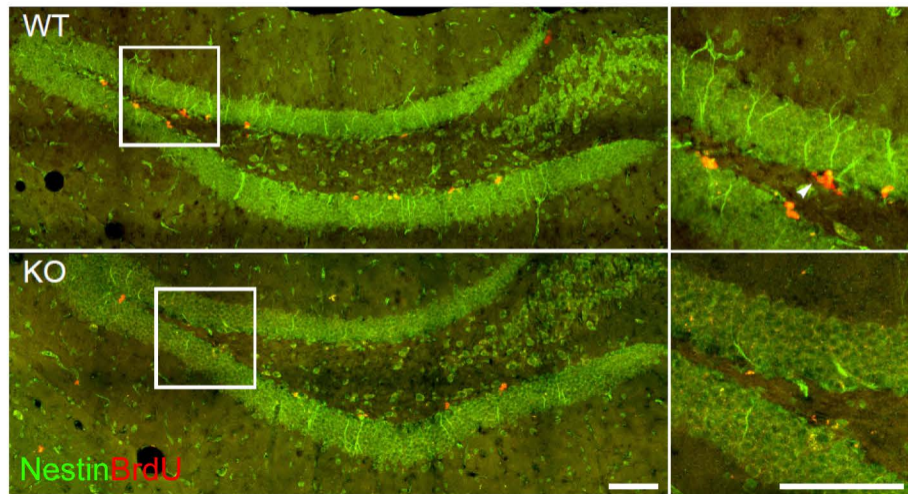

B

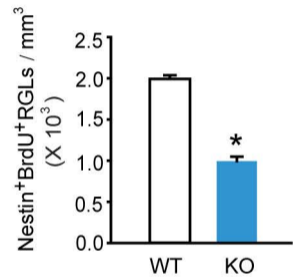

S4

A

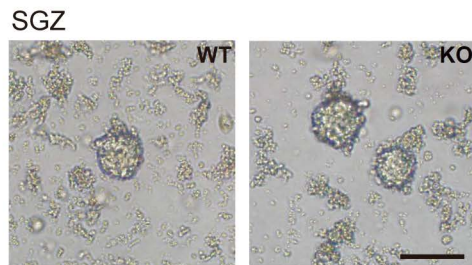

B

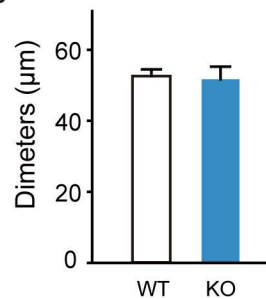

C

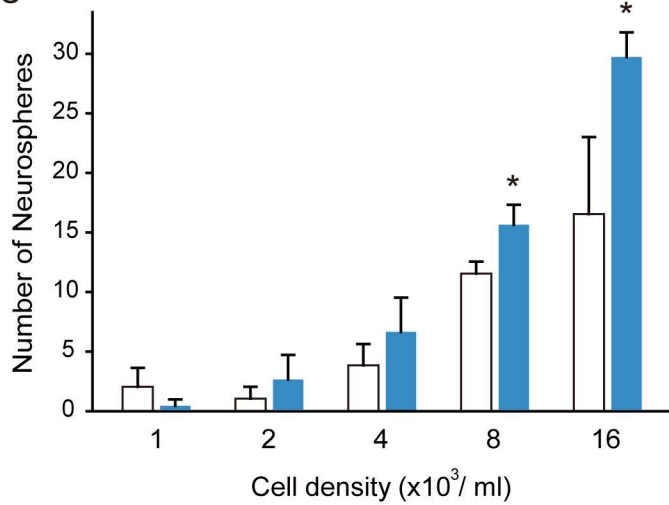

D

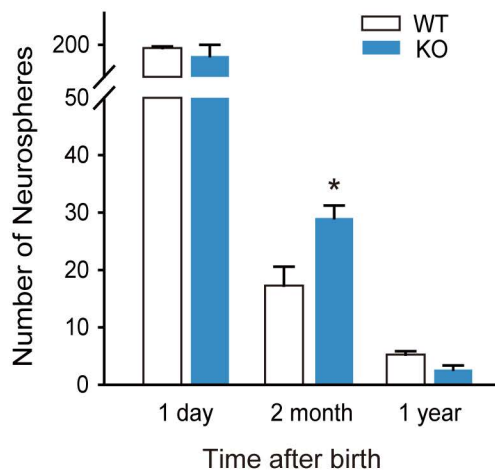

S5

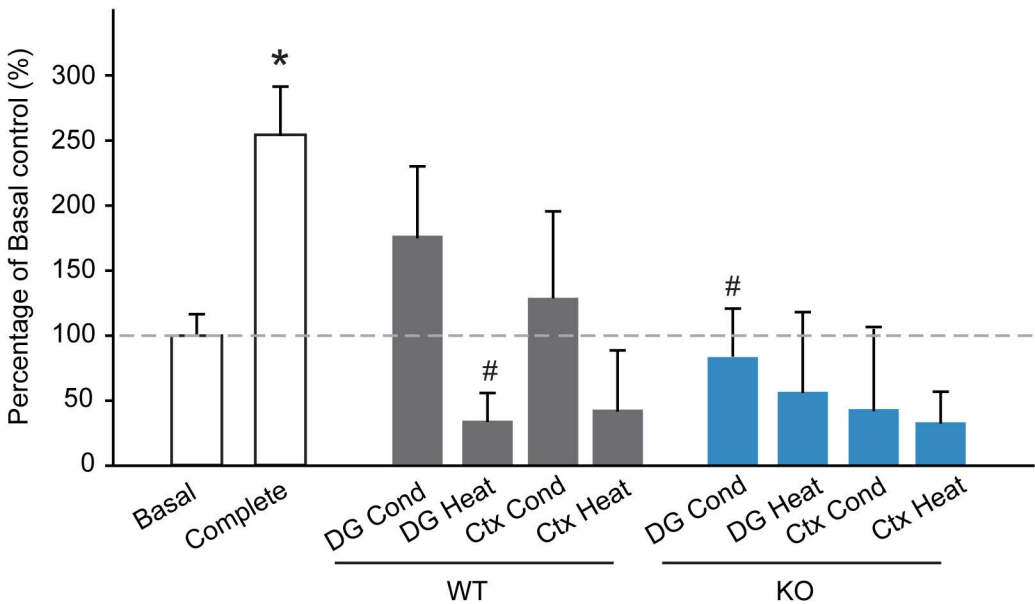

A

mCherry $\beta$ -arr1s100 $\beta$ DAPI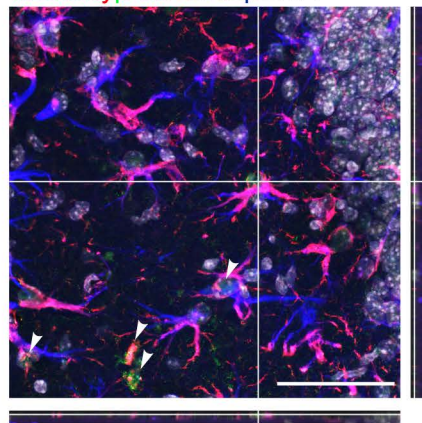

B

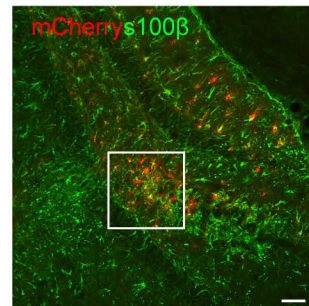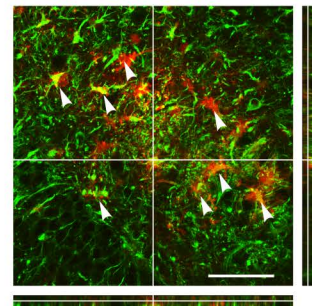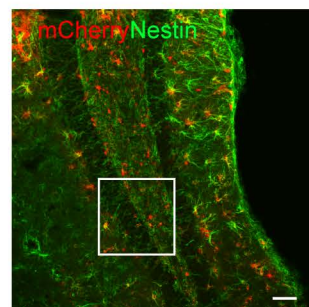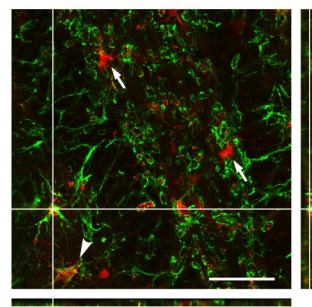

S7

A

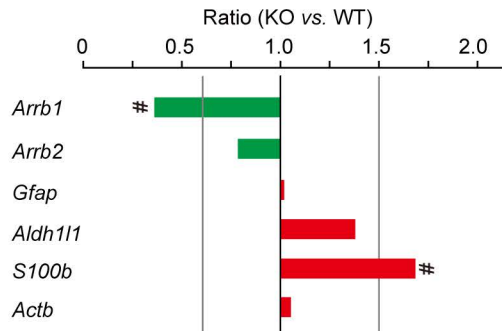

B

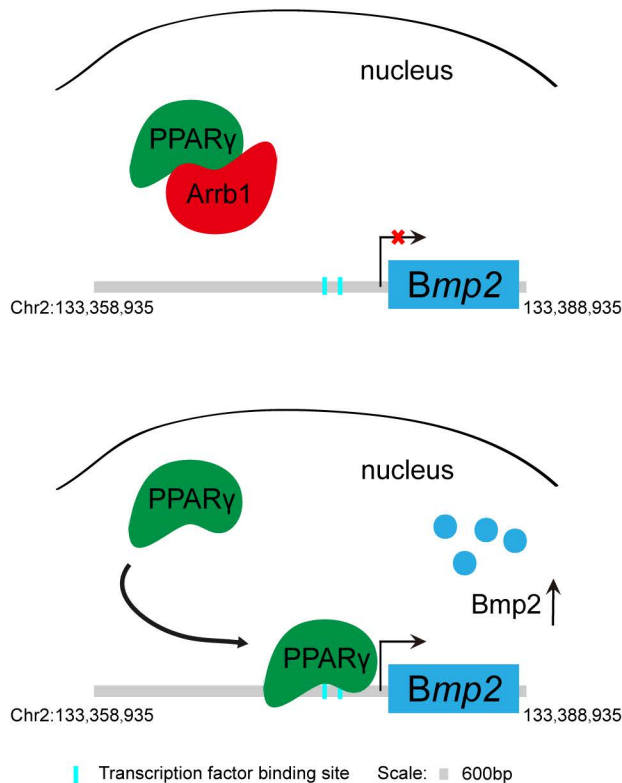

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

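The data are gene expression values from RNA sequencing of cultured DG astrocytes, with 1 library from WT and 1 library from β-arr1 KO mice. The labels of the samples gave the genotype. According to the paper, the authors acquired 2 × 100 base reads, aligned them to mm9 with TopHat and ran Cufflinks. The authors deposited 1 table per library, with a gene symbol, an NCBI gene number, a locus and an FPKM value for each gene, so that the values were already scaled for transcript length and library size. The tables hold values above 0 only, from 0.00319 FPKM to 5002 FPKM in WT and from 0.00303 FPKM to 4152 FPKM in β-arr1 KO. The deposited FPKM values summed to 374406 in WT and 373279 in β-arr1 KO, and the 10 highest genes made up 8.68% and 7.70% of these sums. Counts of reads, estimation status and confidence bounds are not columns of these tables.

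The loci were compared with the GENCODE annotation of NCBIM37. Of the genes matched by symbol (14708 in WT and 14755 in β-arr1 KO), 99.9% lay on the same chromosome. The start was equal in 38.4% and 38.7% of them after 1 was added and in 3.04% and 3.10% as written, so 1 was added to every start. Coordinates in the text count from 1.

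The tables were joined by gene symbol, and a gene listed in one table only was given 0 in the other. Genes with at least 1 FPKM in at least one library were analysed. The ratio of β-arr1 KO vs. WT and its log2 were computed from the deposited FPKM values without a pseudocount. A gene counted as changed when the ratio was above 3/2 or below 2/3, which are the limits the paper uses, and a gene at 0 in one library counted as changed. Genes were named in the text by a rule, which took every gene that the paper names or draws in Fig. 6A to 6E and Fig. S7A and the 5 highest and 5 lowest ratios among genes with at least 5 FPKM in the higher and at least 1 FPKM in the lower library. Not every gene chosen by this rule is reported here. The text also names genes of the marker lists and genes whose loci overlap those of the genes so named. These rules, the alternatives and most of the gene lists were set before the data were examined. The exceptions are named where they are reported.

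With 1 library per genotype, there is no error between replicates and no test of genotype, and no p-value was computed. Each gene list was described by the median of log2((KO + 0.1)/(WT + 0.1)) over its analysed genes. This median was placed as a percentile among the medians of 10000 random lists of the same size, drawn from genes near in rank of mean FPKM (within 200 ranks). Such a percentile describes these 2 libraries only. Lists with less than 80% of their members in the tables were not interpreted.

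The depth was estimated from genes with a value under 0.15 FPKM and 1 annotated transcript longer than 1000 bases, whose values fall on steps of 1, 2 or 3 fragments. The step depends on the transcript length less an allowance, which was 180 bases in WT and 130 bases in β-arr1 KO. Mapped fragments so estimated numbered 9.30 M in WT and 9.48 M in β-arr1 KO. Among 349 genes below 0.1 FPKM in both libraries, the commonest ratio was 0.97, found in 160 of them, which corresponds to a KO library 1.03 times as deep. Fragments per gene were estimated with the longest annotated transcript, and the 95% intervals of ratios (Clopper-Pearson on the share of fragments, centred on the FPKM ratio) hold counting error alone. Genes with few fragments have wide intervals. Reads that fit more than 1 gene, and the way Cufflinks divides them, are not covered by the intervals. The same length served for both libraries, also where the bounds of a locus differed. The intervals do not cover such a difference in length, and they are too narrow where a shorter transcript is expressed.

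The computation was tested on simulated data with counting error, in which 200 genes with a mean of 5 FPKM or more were changed 3-fold. All 200 were past the threshold, with 4 of 8985 unchanged genes at 5 FPKM or more. At a minimum of 1 FPKM, 486 genes were past it, including the 200 changed by design. A list of 20 raised genes had a percentile of 100.0, and a list of 20 unchanged genes one of 3.9. The upstream sequence of Bmp2 was searched in the NCBIM37 genome for the DR1 consensus on both strands, with at most 2 mismatches in 12 scored positions. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

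Alternatives tried were a minimum of 0.1, 0.5 or 5 FPKM in at least one library, of 1 FPKM in both libraries or above 0 in both, rows sharing a symbol summed, pseudocounts of 0.1 and 1 (for gene lists 0.01 and 1), libraries rescaled to the same total, median ratio or upper quartile, and limits of 2 and 1/2. The use of genes with the same bounds in both tables, and the summing of overlapping loci, were added after seeing the data. The other experiments of the paper (BrdU labelling, sphere cultures, qRT-PCR, ELISA and behaviour) and the target sets behind Table S4 were not analysed here. Ntf4, Il34 and Cntf, which the paper draws, were not analysed here either.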

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

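The tests on X-linked copies, on skeletal muscle markers and on the loci of the muscle genes were chosen only after the values they weigh had been seen.

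The paper does not discuss Y chromosome genes or the sex of the mice. In the KO library, 4 Y chromosome genes were listed, Ddx3y at 2.47 FPKM, Kdm5d at 0.635 FPKM, Uty at 0.811 FPKM and Eif2s3y at 4.53 FPKM. None of these 4 genes was listed in the WT library. The 4 genes summed to 8.44 FPKM in KO, and Xist, which is transcribed from the inactive X chromosome, had a ratio of 0.753 (39.4 FPKM in WT and 29.7 FPKM in KO). The X-linked copies had similar levels in the 2 libraries, with ratios of 0.933 for Ddx3x, 0.944 for Kdm5c and 1.09 for Kdm6a, and Eif2s3x was at 33.6 FPKM in WT and 30.6 FPKM in KO. Reads misassigned from these copies at the same rate in both libraries would have given values for the Y genes in WT as well. Different rates were not tested. An estimated 106 fragments lay behind Ddx3y, more than counting error around 0 gives. Xist was high in both libraries. A candidate explanation is that the WT culture came from female mice and the KO culture from mice of both sexes. Genotype and sex would then differ together between the 2 libraries. X-linked genes were past the threshold about as often as autosomal genes (17.7% and 18.0%, a ratio of 0.984). As X inactivation keeps most X-linked genes at similar levels in both sexes, this ratio does not tell whether sex differed. Effects of sex on autosomal genes cannot be told apart from those of genotype in 2 libraries. A swap or mix of samples was not tested.

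Among genes with at least 5 FPKM in the higher and at least 1 FPKM in the lower library, the 5 highest ratios of β-arr1 KO vs. WT belonged to genes that the paper does not discuss. Mylpf rose from 1.08 to 38.7 FPKM, a ratio of 35.9. Ssh2 rose from 5.36 to 171 FPKM, a ratio of 32.0. A730017L22Rik rose from 1.92 to 22.7 FPKM, a ratio of 11.9. Tnni1 rose from 1.50 to 16.3 FPKM, a ratio of 10.9. Tnnc1 rose from 2.38 to 24.7 FPKM, a ratio of 10.4. Tnnt2, which the rule for naming genes does not include, was seen beside them with a ratio of 9.86. Mylpf, Tnni1, Tnnc1 and Tnnt2 encode parts of the contractile apparatus of muscle. A scale difference between the libraries was too small to account for them, since the median log2 ratio of genes in both tables was 0.02. Different symbols for the same locus do not account for them either, as 0 of the 4 loci held different symbols in the 2 tables. A list of other skeletal muscle markers, 14 of them analysed, had a median log2 ratio of 3.54, at percentile 100.0 of random lists, and all 14 were higher in KO. A candidate explanation is a small number of muscle cells, or RNA from muscle, in the KO culture. An effect of genotype on muscle genes in astrocytes cannot be told apart from it with 1 culture per genotype. For Ssh2 and A730017L22Rik, the bounds of the locus were the same in both tables, and no further explanation was tested.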

How the results depend on the processing

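Tests chosen only after the result was seen were those restricted to genes with the same locus bounds and those with overlapping loci summed. No paired analysis was possible because there was 1 library per genotype.

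Counts of changed genes depended on the minimum FPKM and on the limits of the ratio. With a minimum of 0.1 FPKM, 4001 genes were changed, 2094 of them up and 1907 down, against 2276, 1226 and 1050 with a minimum of 1 FPKM. With 5 FPKM the numbers were 1183, 643 and 540, and with 1 FPKM in both libraries 1380, 758 and 622. Limits of 2 and 1/2 gave 1172 changed genes, 611 up and 561 down. Restricted to genes with the same locus bounds, 7367 genes were analysed and 1028 were changed, 562 up and 466 down. The other alternatives kept these counts within 1.5 times, from 1656 with a pseudocount of 1 to 2998 with values above 0 in both libraries.

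Ratios of Arrb1, Il7, Il15, Bmp2, Bdnf, Shh and Actb kept their direction and their side of 3/2 and 2/3 under every alternative run. No alternative varied the transcript length, and the locus bounds of Il7, Bmp2 and Actb differed between the libraries. For Wnt7a, a pseudocount of 1 gave 1.35, below 3/2, because its FPKM values are close to 1. For Wnt5b, summing it with the nested Fbxl14 gave 1.25. Its ratio stayed above 3/2 under the 6 alternatives set at the start. Gfap fell to 0.999 and Notch2 to 0.997 with the same upper quartile, both next to 1. AU019823 was at 1.04 with overlapping loci summed, a sum that also holds Timm8b (83.9 FPKM in WT and 87.5 FPKM in KO).

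For gene lists, a minimum of 0.1 FPKM moved the Wnt targets to percentile 96.5, inside the central 95%. It moved the PPARγ targets to 1.87, and a minimum of 5 FPKM moved them to 1.99, both below the central 95%. The interleukin list was at 11.4 with a minimum of 5 FPKM. With the same minimum, the morphogens of Fig. 6D were at 68.5 and the genes of Fig. 6E at 96.3, both inside the central 95%. The Fig. 6E list was at 99.6 with the minimum of 1 FPKM. For these lists the cause was not tested. Among the named genes and lists other than those that answer a main comparison, 292 comparisons with an alternative set at the start stayed the same, 8 became weaker, 3 became stronger and 2 reversed, the reversed ones being Notch2 and the interleukin list. With overlapping loci summed, 43 stayed the same, 1 reversed (AU019823) and 3 became weaker, among them Fgf2 at 1.19 and Tonsl at 0.888.

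Rescaling moved log2 ratios by at most 0.03 in size. Depth limits genes near 1 FPKM most, as Ntf3 and Wnt7a show. Not run were the alternatives that need an estimation status or confidence bounds, which these tables do not hold.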

Differences from the paper's values

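The comparisons with overlapping loci summed and with the same locus bounds were chosen only after the result was seen.

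The paper gives 1286 changed genes, and 2276 were found here among 12676 genes analysed (the paper's number of genes is 12761). The paper's numbers of up- and down-regulated genes are 703 and 583, and 1226 and 1050 were found here. Among alternatives set before the data were examined, 4 came within 1.5 times of the 3 values of the paper. A minimum of 5 FPKM in at least one library gave 1183, 643 and 540 genes. A minimum of 1 FPKM in both libraries gave 1380, 758 and 622. Limits of 2 and 1/2 gave 1172, 611 and 561. A pseudocount of 1 gave 1656, 883 and 773. The other alternatives set before the data were examined did not (minimum of 0.1 or 0.5 FPKM, values above 0 in both libraries, rows sharing a symbol summed, pseudocount of 0.1 and the 3 rescalings). The use of genes with the same locus bounds (1028, 562 and 466 genes) and the summing of overlapping loci (1700, 935 and 765 genes), both chosen after seeing the values, also came within 1.5 times. With the same locus bounds, however, 7367 genes were analysed, which is further than 1.5 times from the paper's 12761.

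The ratio of Fgf2 was 8.78, and the paper's is about 1.6 in Fig. 6C, read by eye. None of the alternatives set before the data were examined closed this gap (6.01 to 8.81). With overlapping loci summed, chosen after seeing the values, the ratio was 1.19. The ratio of Fgf11 was 1.69, and the paper's is about 0.79 in Fig. 6C, read by eye. No alternative run closed this gap, and the lowest value was 1.45, with a pseudocount of 1. The Fgf11 row ran from 69610179 to 69615203 in WT and from 69611704 to 69615127 in KO. No alternative allowed for this difference in length, so it remains a possible source of the gap.

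Of 47 ratios compared with the paper's figures, 2 differed by more than 1.5 times, and 38 were within 10% of the value read by eye. Among the remaining genes, the paper marks Bmp2 as past the 3/2 limit, and its ratio here was 1.31. The paper marks Fgf7 as below the lower limit, and its ratio here was 0.872. Vegfa and Vegfc are not marked as changed in the paper, and their ratios here were 1.55 and 0.604. Fgf11 is lower in KO in the paper and was higher here.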

Other observations

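The tests on loci with different symbols, on overlapping loci summed, on the sum of Fgf2 and Nudt6 and on the intervals after rescaling were chosen only after the result was seen.

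Several explanations for the number of genes past the 3/2 and 2/3 limits were tested. Genes in the lowest 20% by mean FPKM were past the limits 4.60 times as often as genes in the highest 20%. Part of this excess follows from the rules. A gene at 0 in one library counts as changed, and the lowest means with 1 FPKM in one library need unequal values. Noise in genes with low values may account for part of the number, but this comparison cannot tell how much. Simulated counting error gave a median number of 13.2% of that observed, which by this estimate leaves most of the difference to other sources. Fragments were estimated with the longest annotated transcript, so the share is too low where a shorter one is expressed. The other sources can include differences in how the 2 tables bound and name loci. A scale difference was small, with a median log2 ratio of 0.02 (0.0193). Gene length had a Spearman rho of 0.0583 with the signed log2 ratio, so length hardly went with a shift in one direction. A wider spread in both directions at some lengths would not show in this value, and was not tested. Around Arrb1, where DNA of the strain in which the gene was targeted could remain, 28 of 116 genes within 10 Mb were past the limits (24.1%). This share was at percentile 90.5 of 676 other autosomal windows (median 17.7%, 95th percentile 26.8%), inside their usual range.

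Naming of loci was another source. Genes whose locus held different symbols in the 2 tables were past the limits 2.08 times as often as genes whose locus held the same symbols (29.1% of 592 genes and 14.0% of 11599 genes). Of 485 genes listed in one table only, 77.1% overlapped a row of the other table. Fgf2 may belong here, as its sum with Nudt6 had a ratio of 1.19. Under the same limits on FPKM as for the 5 highest ratios, the 5 lowest were those of Tonsl (0.0426), AU019823 (0.0669), Kxd1 (0.105), Optc (0.122) and Tceal8 (0.134). Tonsl and AU019823 lie next to Vps28 and Sdhd, which the KO table lists separately and the WT table does not. With overlapping loci summed, Optc stayed at 0.122 and Tceal8 was at 0.443, both below 2/3.

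Lists of marker genes were used to ask whether the 2 cultures held different shares of cell types. Microglia markers had a median log2 ratio of -0.35 (percentile 0.02 of random lists, 1 of 14 genes higher in KO), fibroblast and meningeal markers one of -0.80 (percentile 0.0). The microglia markers moved unevenly, with ratios from 0.645 (Cd68) to 1.05 (Cx3cr1), Csf1r at 0.923 and only 1 gene below 2/3. Oligodendrocyte lineage markers had a median of 0.63 (percentile 99.95) and endothelial markers one of 0.35 (percentile 98.9). Astrocyte markers, with 9 of 11 genes higher in KO, had a median of 0.45 (percentile 100.0). Among the markers with the highest levels in WT, however, Gfap differed little (ratio 1.02), and Glul (0.742) and Gja1 (0.862) were lower in KO. Neuron markers (percentile 85.1, on 4 genes only) and proliferation markers (percentile 91.7) lay inside the central 95%. A candidate explanation for part of the changed genes is a different composition of the cultures, with more astrocytes and fewer fibroblast-like cells and microglia in KO. A change of the same genes within astrocytes or microglia, by loss of β-arr1 or otherwise, cannot be told apart from it in 1 culture per genotype.

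Target genes were used to ask about the response to the morphogens. BMP target genes had a median log2 ratio of 0.37 (percentile 99.7, 7 of 9 genes higher in KO, 1 of them above 3/2). A raised BMP response is a candidate explanation, but it cannot be tied to the higher Bmp2. Bmp4, at a higher level than Bmp2, fell from 38.7 to 25.9 FPKM, while Bmp6 and Bmp7 had ratios of 1.04 and 1.32. The 95% interval of the Bmp2 ratio left out 1 by a small margin, with a lower bound of 1.01. It included 1 after rescaling to the same median ratio or upper quartile (lower bounds of 0.994 and 0.989). Whether Bmp2 exceeds counting error thus depends on the scaling, and the interval takes the same transcript length in both libraries. Wnt target genes had a median of 0.57 (percentile 99.6, all 7 analysed genes higher in KO, while the other 3 of the 10 targets, Lef1, Sp5 and Lgr5, lay below 1 FPKM and were lower in KO), and a percentile of 96.5 with a minimum of 0.1 FPKM. Composition of the cultures may move the same lists. Of the hedgehog targets, 5 of 7 were listed, too few to interpret, and their median was -0.06 (percentile 27.6). Of the PPARγ targets, 15 of 20 were listed, also too few, and their median was -0.09 (percentile 11.3), with 5 of 13 genes higher in KO. Neither list can tell whether these responses are raised.

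Interferon-stimulated genes had a median log2 ratio of -0.74 (percentile 0.02). Of 8 genes, 6 were below 2/3, and 1, Ifih1, was above 3/2 (ratio 1.502). A lower interferon response may go with the lower Il15, or with the lower share of microglia markers. The paper does not discuss these genes. Growth factors of Fig. 6C, with 7 of 13 genes higher in KO, had a median of 0.42 (percentile 99.9). With Fgf2 summed with its overlapping loci, the median was 0.25 (percentile 97.3), inside the central 95%. Morphogens of Fig. 6D had a median of 0.36 (percentile 99.9), and with a minimum of 5 FPKM a percentile of 68.5.

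In the 20 kb upstream of 1842 other protein-coding genes of chromosome 2, the median number of DR1 matches with at most 2 mismatches was 3 (mean 3.06, 95th percentile 7). Of these genes, 37.4% had at least 4 matches, the number found upstream of Bmp2.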
